# Transcriptome and Behavioral Assessment in Larval Zebrafish (*Danio rerio*) Following Exposure to Perfluorononanoic Acid (PFNA)

**DOI:** 10.3390/genes17050558

**Published:** 2026-05-07

**Authors:** Lev Avidan, Cole D. English, Katie A. McDonnell, Emma Ivantsova, Christopher J. Martyniuk

**Keywords:** zebrafish, aquatic toxicology, neurotoxicity, transcriptomics

## Abstract

**Background/Objectives**: Per- and polyfluoroalkyl substances (PFAS) are environmentally persistent chemicals widely detected in aquatic systems and drinking water. Perfluorononanoic acid (PFNA), a long-chain PFAS, has been reported globally in environmental matrices and fish tissues. Although PFNA has been linked to developmental, metabolic, and neurological toxicity, its effects on lipid-related pathways and neurotoxicity remain poorly characterized. **Methods**: This study evaluated the developmental and neurotoxic effects of PFNA exposure in zebrafish embryos and larvae following a 7-day exposure to environmentally relevant PFNA concentrations. **Results**: PFNA exposure did not significantly affect survival or deformity rates at the concentrations tested. Apoptosis was significantly increased in larvae exposed to 1 µg/L PFNA compared to controls, whereas reactive oxygen species levels were unaffected. Two concentrations (0.1 µg/L and 10 µg/L) were further examined for transcriptomic responses, and the transcriptome response was largely different for each concentration. Low-dose PFNA exposure primarily affected lipid transport, cholesterol metabolism, sphingolipid signaling, and neurodegeneration-related pathways, whereas high-dose PFNA altered transcripts related to synaptic signaling, axon guidance, and thyroid hormone synthesis. Hypoactivity was observed in the movement of larval zebrafish based on a Visual Motor Response test. **Conclusions**: Taken together, PFNA exposure induced molecular changes related to neurotoxicity and lipid metabolism in zebrafish, which may contribute to adverse neurodevelopmental outcomes.

## 1. Introduction

Per- and Polyfluoroalkyl Substances (PFAS) are a novel group of synthetic chemicals that have been widely used in household and industrial goods. Most commonly, PFAS have a terminal carboxylic or sulfonic group, but are best characterized by their alkyl chains containing at least one wholly fluorinated carbon. PFAS are further classified based on their alkyl chains, in which polyfluoroalkyl substances contain at least one, non-fully fluorinated carbon and perfluoroalkyl substances contain a fully fluorinated alkyl chain. Furthermore, the dense carbon–fluorine bonds present on the alkyl backbone grant PFAS a high degree of thermal stability [1]. PFAS are commonly found in cleaning products as PFAS surfactants have been observed to decrease the surface tension of water by 80% [2]. Within the oil industry, PFAS surfactants are used to improve bedrock permeability, which increases rates of secondary oil recovery [3]. PFAS have also been observed to mask the release of toxic aerosols, which explain their usage in metal plating agents [4]. Due to their prevalence in industrial fields, PFAS have recently been found in approximately 45% percent of U.S. water supplies [5]. Internationally, Stefano et al. [6] reported that PFAS chemicals were present in 50% of groundwater and surface water supplies in Southern Brazil. Overall, many PFAS have been phased out of production due to their toxicity, bioaccumulation, and environmental persistence.

Perfluorononanoic acid (PFNA, C_9_HF_17_O_2_) is a long-chain PFAS that has been reported across environmental matrices (freshwater, groundwater, surface water, sediment, soil) worldwide, as well as in various fish tissue. PFNA concentrations across locations vary due to different factors, including emission sources, proximity to emission sources, and environmental conditions among others. For instance, 10,000 ng/L PFNA [7] was recorded in surface water in the United States but has been recorded as low as 0.36 ng/L [8] and 0.39 ng/L [9] in freshwater in Sweden and Canada, respectively. PFNA has also been observed in Georgia’s Consagua River at concentrations ranging from 12.3 to 456 ng/L [10]. Within U.S. Air Force bases, previous studies have identified PFNA to be present in the groundwater at 3 μg/L and 10 μg/L in the surface water [7]. Similar contamination has also been documented at commercial airports. Liu et al. [11] observed maximum surface-water concentrations of 3.41 ng/L PFNA at international airports in China and Koch et al. [8] detected levels of PFNA up to 0.36 ng/L in freshwater sites near Swedish airports. Other research has also identified PFNA in the waterways of large, urban areas—where higher population densities have been positively associated with elevated PFNA pollution levels [12]. For example, maximum concentrations of PFNA have been identified at 14 ng/L within surface rivers of the New York Metropolitan Area; additionally, the river basin of the Tokyo Metropolitan area has previously reported PFNA concentrations of 20.1 ng/L. Within Japan, yearly PFNA sewage emissions have also been estimated to total 2.6 tons per year [12].

Previous studies on zebrafish have documented adverse impacts of PFNA on general health. For examples, PFNA’s role in neurotoxicity has been documented, where PFNA was observed to reduce GABAergic neurons, as well as certain neurotransmitters such as acetylcholine, dopamine, and glutamate [13]. Additionally, Ulhaq et al. [14] reported how exposure to PFNA decreased locomotor activity in the dark periods of a locomotor assay, indicating neurotoxicity. Liu et al. [15] documented multi-generational thyroid-disrupting effects of PFNA on zebrafish, including elevated T3 hormone plasma levels and a dysregulation of gene expression relating to thyroid hormone synthesis. Previous studies have also elucidated a sex-dependent dysregulation of lipid metabolism. Zhang et al. [16] reported that cholesterol levels increased in both male and female zebrafish upon exposure to PFNA; the transcription of fatty acid-binding proteins (FABPs) were upregulated in male zebrafish livers, while downregulated in female zebrafish livers. Taken together, PFNA may have detrimental effects on neural and hormone systems as well as lipid regulation.

The objective of this study was to evaluate the potential toxicity of PFNA on cellular stress responses, behavior, and transcriptomic pathways in developing zebrafish embryos and larvae. We hypothesized that environmentally relevant concentrations (low µg/L) of PFNA would induce molecular and transcriptional alterations, particularly in pathways associated with neurodevelopment, neurotoxicity, lipid regulation, and cellular signaling. Data from this study is expected to provide insight into early-life stage PFNA toxicity and is expected to clarify how environmentally relevant exposures influence molecular and biological processes in aquatic organisms.

## 2. Materials and Methods

### 2.1. Chemical Preparation 

PFNA was purchased from Sigma-Aldrich (CAS no. 375-95-1, purity 97%). Stock solutions of 0.1 µg/L, 1 µg/L, 10 µg/L, 100 µg/L, and 1000 µg/L PFNA were prepared in 0.1% dimethyl sulfoxide (DMSO, CAS 67-68-5, Sigma-Aldrich, Inc., St. Louis, MO, USA) and added to embryo rearing media (ERM) containing the zebrafish embryos. Recipes for ERM were obtained from Westerfield [17] and reported in full in [18]. Exposure solutions were prepared daily to yield final concentrations of 0.1, 1, 10, 100, and 1000 µg/L PFNA. These concentrations presented a broad range to investigate biological effects in zebrafish.

### 2.2. Husbandry and Egg Production of Zebrafish

Adult zebrafish (AB × Tübingen, *Danio rerio*, 6 months of age) were raised in a flow-through Pentair system in the Cancer-Genetics Research Center at the University of Florida and are derived from an ongoing zebrafish breeding colony. Environmental conditions for zebrafish breeding have been previously described [19,20] and are detailed in the Supplemental Methods. Staging of embryos followed that of Kimmel et al. [21]. Fish were fed Zeigler Adult Zebrafish Diet. Fish are maintained at a temperature of 27 ± 1 °C, air saturation at 82%, water pH between 7.2 and 7.3, conductivity of 1500–1600 μS/cm, and 14:10 h light/dark cycle. Institutional Animal Care and Use Committee of University of Florida approved all experiments (UF IACUC202300000140).

### 2.3. PFNA Exposure Regime

The embryonic acute toxicity test followed recommendations from the OECD guideline 236 with modification [22]. Several independent experiments were conducted. For each experiment, approximately 20 fertilized embryos were randomly assigned to 25 mL Pyrex glass beakers with 11 mL sterile embryo rearing media (ERM) with designated concentrations spanning environmentally relevant values from 0.1 µg/L to 1000 µg/L PFNA. Fish were subjected to a cycle of 14 h light and 10 h darkness at 27 ± 1 °C. On each day of the 7-day experiment, dead embryos/larvae were removed, and an 80% water change was conducted with chemical dilutions that were made fresh daily. Either a Keyence All-in-One Fluorescence Microscope BZ-X710 or EVOS^TM^ FL Auto Imaging System (Thermo Scientific, Waltham, MA, USA) were used to collect images of the embryos to document the mortality, hatch rate, and deformities. Four fish per beaker with 6 beakers from each treatment group (*n* = 24 per treatment group) were evaluated. Several replicate experiments (*n* = 6) were required to obtain sufficient larvae for all toxicity assays and sub-lethal endpoints investigated in this study. Tricaine mesylate (Syncaine, Tricaine-S, Ferndale, WA, USA) was used for euthanasia at 250 mg/L buffered with equal part sodium bicarbonate to a pH between 7.0 and 7.5. 

### 2.4. Acridine Orange

The acridine orange (AO) staining method was conducted to detect apoptotic cells in zebrafish larvae. To avoid overlapping with published studies, the complete method is presented in Supplemental Methods.

### 2.5. Reactive Oxygen Species

Embryos were obtained for reactive oxygen species (ROS) assessment as outlined above in Section 2.2. To avoid overlapping with published studies, the complete method is presented in Supplemental Methods.

### 2.6. RNA-Seq

Samples were collected following the 7-day exposure as outlined in Section 2.3 for RNA-seq. Each beaker of fish containing 14–15 individuals were pooled to generate a biological replicate. Total RNA was extracted using TRIzol (Thermo Fisher Scientific, Waltham, MA, USA). The concentration was determined using the Qubit^®^ 2.0 Fluorometer (Thermo Fisher, Grand Island, NY, USA). A total of 12 RNA samples were used for RNA-seq library construction (RIN > 7) (Agilent 2100 Bioanalyzer, Agilent Technologies, Inc.). Biological replicates were as follows: 0.1% DMSO controls (*n* = 3), 0.1 μg/L PFNA (*n* = 3), and 10 μg/L PFNA (*n* = 3).

Total RNA was used for mRNA isolation using the NEBNext Ploy(A) mRNA Magnetic Isolation module (New England Biolabs, Ipswich, MA, USA, catalog # E7490). RNA library construction was then performed with the NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit for Illumina^®^ (New England Biolabs, catalog #E7760) according to the manufacturer’s user guide. Individually prepared libraries were pooled by equimolar and sequenced by GeneWiz (Azenta Life Sciences, Burlington, MA, USA).

Sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the *D. rerio* GRCz10.89 reference genome available on ENSEMBL using the STAR aligner v.2.5.2b and BAM files were generated. Statistics of mapping the reads to the reference genome. Unique gene hit counts were calculated by using featureCounts from the Subread package v.1.5.2. The hit counts were summarized and reported using the gene_id feature in the annotation file. Only unique reads that fell within exon regions were counted. If a strand-specific library preparation was performed, the reads were strand-specifically counted. Distribution of read counts in libraries were examined before and after normalization. The original read counts were normalized to adjust for various factors such as variations in sequencing yield between samples. These normalized read counts were used to accurately determine differentially expressed genes (Median of Ratios Method default in DESeq2) (version 1.51.6). After extraction of normalized gene hit counts, the gene hit counts table was used for downstream differential expression analysis. Using DESeq2, a comparison of gene expression between each treatment and the control group was performed. The Wald test was used to generate *p*-values and log2 fold changes. Genes with an adjusted *p*-value < 0.05 and absolute log2 fold change > 1 were called as differentially expressed genes for each comparison. Excel files containing read count, fpkm, log2 fold change, *p*-value are provided in Supplemental Data files. All raw and processed transcriptome data have been deposited in the NCBI Gene Expression Omnibus (GEO) database (GSE324353).

### 2.7. Bioinformatics

Volcano plots were used to reveal significant transcripts with high log2 expression values. Functional analysis (gene ontology) was conducted for each concentration of PFNA (low, 0.1 μg/L; high, 10 μg/L) in iPathway. Functional analysis version 18.1 [Molecular Signature analysis/Gene Ontology Term Enrichment analysis] was done using iPathwayGuideTM (AdvaitaBio Corporation, Ann Arbor, MI, USA, https://ipathwayguide.advaitabio.com/, accessed on 5 March 2026). The Chord Diagrams and Pathway Images were generated using iPathwayGuideTM (AdvaitaBio Corporation, https://ipathwayguide.advaitabio.com/, accessed on 5 March 2026) [23,24]. Analyses utilized pathways from the KEGG (Release 100.0+/11–12 November 2021) and gene ontologies from the Gene Ontology Consortium (4 November 2021). Enrichment analyses incorporated miRNA data from miRBase (v22.1, October 2018) and TargetScan (Mouse v8.0, Human v8.0), regulatory networks from BioGRID (v4.4.203, October 2021), and toxicant and disease associations from the Comparative Toxicogenomics Database and KEGG databases. Compete reports outlining methodology are provided in Supplemental Files.

### 2.8. Real-Time PCR Analysis

To conduct real-time PCR assays, a double batch of fish were bred as per Section 2.2. This breeding event included 2 different sets of parents and yielded over 320 eggs. After the toxicity assay, a subset of fish was flash frozen in liquid nitrogen. Samples were then stored at −80 °C for RNA extraction and real-time PCR analysis (0.1% DMSO, 0.1 μg/L, 1 μg/L, and 10 μg/L µg/L; *n* = 3 to 8 biological replicates per group). Biological replicates varied due to balancing replicates (beakers), concentrations, and larval fish numbers. Fish were treated for 7 days to PFNA prior to sample collection. Real-time PCR followed our established protocols [23]. Samples were run in duplicate and followed RT-qPCR cycling parameters described by us [24]. To avoid overlapping with published studies, the complete method is presented in Supplemental Methods.

Primers used in this study were obtained from the published literature [24,25,26,27,28,29,30,31] and are listed in Supplemental Table S1. The transcripts measured in this study included acetylcholinesterase (*ache*), BCL2-associated X protein (*bax*), B-cell Lymphoma 2 (*bcl2*), Caspase-3 (*casp3*), Catalase (*cat*), ELAV-like RNA-binding protein 3 (elavl3), ELOVL Fatty Acid Elongase 6 (*elovl6*), Growth Associated Protein 43 (*gap43*), Glial Fibrillary Acidic Protein (*gfap*), Heme Oxygenase 1 (*hmox1*), Heat Shock Protein Family A Member 4 (*hspa4*), Mesencephalic Astrocyte-Derived Neurotrophic Factor (*manf*), Microtubule-Associated Protein Tau A (*maptA*), Microtubule-Associated Protein Tau B (*maptB*), Myelin Basic Protein (*mbp*), Mitochondrially Encoded Cytochrome C Oxidase I (*mt-co1*), Nestin (*nes*), Nuclear factor erythroid 2-related factor 2, ((*nrf2*), NAD(P)H Quinone Dehydrogenase 1 (*nqo1*), Tumor Protein p53 (*p53*), Sonic Hedgehog Signaling Molecule (*shh*), Superoxide Dismutase 1 (*sod1*), Superoxide Dismutase 2 (*sod2*), and α1-tubulin (*tub1a1*). Beta-Actin (*bactin*) and Ribosomal Protein S18 (*rps18*) were used to normalize expression levels of all target genes using the CFX Manager (v3.1) software. Normalized expression was obtained for each target gene using CFX Manager™ software (v3.1) (baseline subtracted) and the Cq method was employed. Assessing oxidative stress can be conducted at the level of the transcriptome (antioxidant responses) as well as directly measuring ROS levels. In our previous studies, we have observed no change in ROS levels but an increase in antioxidant gene expression, suggesting that increased gene expression may reflect lower ROS levels following higher exposure concentrations of chemicals. Thus, despite not observing a change in ROS, we also investigated transcript levels for antioxidant genes.

### 2.9. Visual Motor Response Test

The Visual Motor Response (VMR) test was employed following PFNA exposure to test for differences in locomotor activity. Zebrafish embryos were collected for the VMR test after several toxicity tests with embryos. The experimental groups included 0.1% DMSO, ERM, 1 µg/L, 10 µg/L, 100 µg/L, and 1000 µg/L PFNA. Multiple replicate beakers were used for each toxicity experiment (*n* = 5–10 in each experiment). The VMR test proceeded as per our established methods [19,23,32]. Total distance moved was used as an indicator of overall locomotor activity. To avoid overlapping with published studies, the complete method is presented in Supplemental Methods.

### 2.10. Statistical Analysis

Statistical analysis and graphing were conducted using GraphPad v9.5.1 (La Jolla, CA, USA). Data were first assessed for normality using a Shapiro–Wilk test and gene expression data were log(10) transformed to approximate a normal distribution. Survival was analyzed with a Kaplan–Meier test (log-rank Mantel–Cox test). Statistical hypothesis testing was not employed to analyze deformity and hatch data as deformity frequency was low (<2%) in all treatment groups. Apoptosis, reactive oxygen species [relative fluorescence units (µg/mL protein)], gene expression levels, and the VMR for larval zebrafish were analyzed using One-Way ANOVA, followed by a Dunnett’s multiple comparisons test to the control group (mean ± SD). Significance of difference was determined to be *p* < 0.05.

## 3. Results

### 3.1. Survival and Deformity

A Log-rank (Mantel–Cox) test revealed differences among groups for survival over time (Chi-square = 69.88, d.f. = 5, *p* value < 0.0001). Relative to the ERM and the DMSO solvent group, zebrafish larvae exposed to PNFA up to 1 mg/L showed higher survival (Figure 1). Thus, PFNA did not reduce survival relative to DMSO. We point out that in all treatments, survival was above 95%, even with the highest concentration tested. Taken together, there was a slight increase in survival with PFNA treatment relative to DMSO. Percent hatch was unaffected by PFNA exposure (Figure 2).

All experimental groups also showed a low frequency of deformities (<2%) (Figure 3) marked by a few fish presenting with cardiac edema, spinal lordosis, and stage delay. Axial malformations such as kyphosis and caudal tail curvature were also noted in some of these embryos. Taken together, PFNA did not induce significant deformities up to 1000 µg/L.

### 3.2. Acridine Orange

The effect of PFNA on zebrafish larvae apoptosis was assessed at 7 dpf. There was a significant difference noted between the 0.1% DMSO control group and fish exposed to 1 µg/L PFNA (F_(3,55)_ = 4.325; *p* = 0.0083) (Figure 4). 

### 3.3. Reactive Oxygen Species

ROS levels were unchanged at the concentrations tested and time point investigated (F_(4,18)_ = 1.883; *p* = 0.157) (Figure 5).

### 3.4. RNA-Seq Analysis

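RNA from larval zebrafish was sequenced after a 7-day exposure to the 0.1% DMSO control, 0.1 µg/L PFNA or 10 µg/L PFNA. Each biological replicate was a pool of the 14 to 15 larvae of one beaker, and each group had 3 replicates. The authors mapped the reads to the zebrafish genome GRCz10, counted unique reads on exons, and divided each library's counts by its DESeq2 size factor. They deposited the resulting normalized counts in a separate table for each concentration, each with the same 3 DMSO libraries. The tables hold 19251 genes for 0.1 µg/L and 19731 genes for 10 µg/L. Whole reads could be recovered from the normalized counts of every library, and the 3 DMSO libraries gave identical reads in both tables. Recovered reads on genes ranged from 14491289 to 23959750 in the DMSO libraries, from 14759340 to 18831986 at 0.1 µg/L and from 17191934 to 19168248 at 10 µg/L. The normalized counts, plus a pseudocount of 1, were put on the log2 scale. Each concentration was compared with DMSO within its own table by the moderated test of limma, two-sided, with a trend on mean expression. The tests covered the genes with a mean of at least 10 normalized counts over the 6 libraries. With 3 libraries against 3, an exact permutation test of a single value cannot give a p below 0.1. The libraries also carry sequencing indexes. The first index was the same in 7 libraries and differed in DMSO replicates 1 and 2, so every library exposed to PFNA shares its first index with DMSO replicate 3 alone among the controls. In a principal component analysis of all 9 libraries, component 1 held 51.4% of the variance. Scores on it were -49.2, -31.1 and 41.9 for DMSO replicates 1 to 3, -68.7, 19.4 and -48.0 for the 0.1 µg/L replicates, and 44.7, 51.4 and 39.6 for the 10 µg/L replicates.

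**Figure D1:**
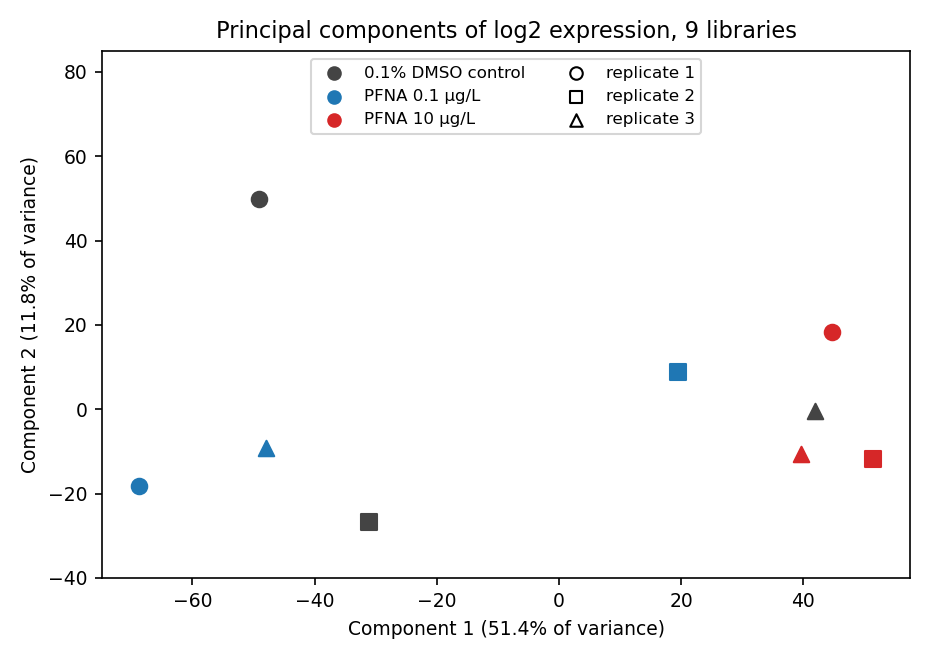
Scores of the 9 libraries on principal components 1 and 2 of log2 expression, with the percent of variance on each axis. Colors give the exposure and marker shapes the replicate. DMSO replicate 3, at 41.9 on component 1, lies among the 10 µg/L libraries.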

The transcriptomes obtained were of overall high quality and quality control metrics, mapping, and read counts are presented in Supplemental Data S1 and QC reports are also provided. Differential gene expression analysis identified transcripts altered in larvae exposed to 0.1 or 10 μg/L PFNA (FDR *p*-value). Transcripts differentially expressed in larval zebrafish exposed to 0.1 μg/L PFNA totaled 270 (*p* < 0.05), but no gene passed an FDR correction. Thus, any gene enrichment analysis must be interpreted with caution due to a very subtle effect on the transcriptome. However, the transcriptome response was more robust for larval fish exposed to 10 μg/L PFNA and differentially expressed genes totaled 2424 (*p* < 0.05) and 232 (*p*-value adjusted < 0.05) (Supplemental Data S1).

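At 0.1 µg/L PFNA, 19065 genes were tested against DMSO by limma. Of these, 299 genes had an unadjusted p-value under 0.05, 144 of them higher and 155 lower than in the DMSO control, or 176 and 128 with quantile normalization. These genes were 1.57% of those tested, where 5% are expected without any difference. No gene had a Benjamini-Hochberg adjusted p-value under 0.05, and the lowest adjusted value was 1.00. The 3 libraries at 0.1 µg/L did not overlap the 3 DMSO libraries for 6.63% of the genes, where chance gives 10%. The count moved most when the first index was added as a covariate, to 2233 genes, again with 0 genes at an adjusted p-value under 0.05. This covariate leaves DMSO replicate 3 as the only control that is compared with exposed larvae. Pools with the same replicate number had a mean correlation of deviations of -0.107 across genes, where genes are not independent replicates. With the replicate number as a block, 187 genes had an unadjusted p-value under 0.05 and 0 genes an adjusted one.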

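At 10 µg/L PFNA, 2572 of the 19610 genes tested by limma had an unadjusted p-value under 0.05, which is 13.1% of them. Expression was higher than in the DMSO control for 1551 of these genes and lower for 1021, or 1494 and 1270 with quantile normalization. No gene had an adjusted p-value under 0.05, and the lowest adjusted value was 0.174. The DESeq2 test on the recovered reads gave 2424 genes at an unadjusted p-value under 0.05, 1311 of them higher and 1113 lower, and 230 genes at an adjusted p-value under 0.05, 165 of them higher and 65 lower. All 230 genes were among the genes at an unadjusted p-value under 0.05 by limma. The edgeR quasi-likelihood test on the same reads gave 2505 genes at an unadjusted p-value under 0.05, 1261 of them higher and 1244 lower, and 0 genes at an adjusted one. The 3 libraries at 10 µg/L did not overlap the 3 DMSO libraries for 18.0% of the genes. The count depended most on DMSO replicate 3. Without this library, 2186 genes had an adjusted p-value under 0.05 by limma, and 221 of these were among the 230 genes of the DESeq2 test. Without any other single library, 0 genes did. In simulated counts with the spread between replicates of these tables, limma with 3 libraries per group gave an adjusted p-value under 0.05 to 76.4% of 191 genes that had been changed, and 9.32% of the genes it called had not been changed. The DESeq2 test recovered 79.5% of 200 changed genes, and 20.9% of the genes it called had not been changed. Only 191 of the 19416 simulated genes tested by limma had been changed, whereas 13.1% of the real genes had an unadjusted p-value under 0.05. These shares therefore describe the simulated changes only. They are no estimate of the power of limma in these libraries, or of the false share among the 230 genes. Nor do they show how either test handles a control placed like DMSO replicate 3.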

Low-dose PFNA exposure primarily affected lipid transport, cholesterol metabolism, sphingolipid signaling, and neurodegeneration-related pathways, whereas high-dose PFNA altered transcripts related to synaptic signaling, axon guidance, and thyroid hormone synthesis. 

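The libraries of both concentrations were compared directly on recovered reads scaled together, since each table had been normalized by itself. Between 10 µg/L and 0.1 µg/L PFNA, 4871 of 18958 genes had an unadjusted p-value under 0.05 by limma, 2685 of them higher and 2186 lower at 10 µg/L. This balance turned to 2372 higher and 2461 lower with quantile normalization, and to 1905 and 2026 with a minimum mean of 50. None had an adjusted p-value under 0.05. The DESeq2 test gave 1677 genes at an adjusted p-value under 0.05. With the replicate number as a block, limma gave 734 genes. Same-numbered pools of the concentrations had a mean correlation of deviations of only 0.0295, too small to treat them as pairs. Among the 18940 genes tested at both concentrations, 47 had an unadjusted p-value under 0.05 at both, where 38.4 are expected by chance, and 44 of them changed in the same direction. Without 0.1 µg/L replicate 2, 180 genes were shared and 22 of them changed in the same direction, so the others were opposed. The same DMSO libraries enter both comparisons, which favors such an overlap. The paper states that the transcriptome response was more robust at 10 µg/L, and gives the numbers of differentially expressed genes at each concentration. It also states that enrichment results at 0.1 µg/L must be interpreted with caution, since the effect on the transcriptome was very subtle.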

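At 0.1 µg/L PFNA, the gene with the smallest p-value was si:dkey-57a22.15 (ENSDARG00000093318). It had 541 ± 58.1 normalized counts (SD, n = 3 pools), against 285 ± 38.4 (SD, n = 3) in the DMSO control, a log2 fold change of 0.93 (standard error 0.17, limma adjusted p = 1.00). BX248082.1 (ENSDARG00000105408) fell to 19.9 ± 1.64 normalized counts from 61.3 ± 4.97, a log2 fold change of -1.58. The lens gene bfsp2 (ENSDARG00000011998) had a log2 fold change of 0.90, with 491 ± 28.6 normalized counts against 266 ± 59.3. The other 7 genes that the paper ranks highest at this concentration were elf3, ENSDARG00000068947, ier2a, sb:cb1058, mafa, hspb11 and bahcc1a. Each of them was lower than in the DMSO control, with log2 fold changes down to -2.17 for ENSDARG00000068947. These 10 genes ranked between 1 and 30 by limma. CABZ01092282.1 (ENSDARG00000100145) had the smallest p-value at 10 µg/L PFNA. Its normalized counts were 782 ± 67.4 (SD, n = 3 pools) against 274 ± 56.4 (SD, n = 3), a log2 fold change of 1.53 (standard error 0.19, limma adjusted p = 0.174). The kinesin light chain gene klc1a (ENSDARG00000009796) had 503 ± 71.7 against 141 ± 56.4 normalized counts, a log2 fold change of 1.89 (standard error 0.27, limma adjusted p = 0.224). The interferon-stimulated gene isg15 (ENSDARG00000086374) had 190 ± 25.8 against 57.2 ± 15.7, a log2 fold change of 1.74. The cell adhesion gene l1camb (ENSDARG00000015025) had the largest change among these genes, with a log2 fold change of 2.20. With it, cdk5r1b, trim23, si:ch1073-44g3.1, kdm2ba, soul4 and xpr1a were higher at 10 µg/L, and all 10 genes ranked between 1 and 13 by limma. For each of the 20 genes the 3 exposed libraries lay on one side of the 3 DMSO libraries, and the genes had been ranked on these same libraries.

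**Figure D2:**
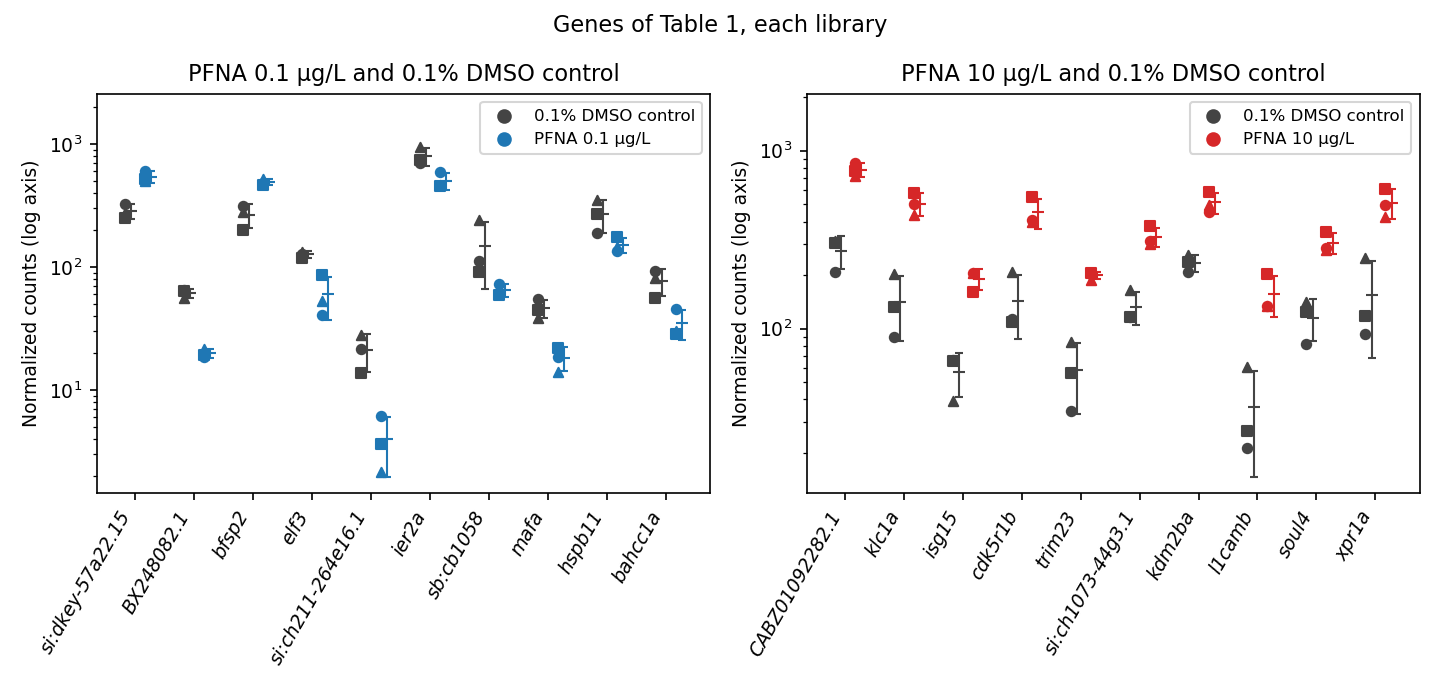
Normalized counts on a log axis of the 10 genes per concentration that the paper ranks highest, with DMSO libraries in grey and exposed libraries in color. Marker shapes give replicates 1 (circle), 2 (square) and 3 (triangle), and bars the mean ± SD (n = 3). For klc1a, the DMSO libraries had 89.8, 133 and 202 normalized counts, all below the 433 to 576 at 10 µg/L.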

Table 1 presents the top 10 genes impacted following exposure to 0.1 µg/L and 10 µg/L PFNA based on *p*-value alone. Volcano plots of each of the two concentrations depict differentially expressed genes relative to their fold changes, with red indicating upregulation and blue indicating downregulation (Figure 6) (*p* < 0.05). Genes depicted in the volcano plots were identified using thresholds defined by us. To ensure higher rigor of data, we chose a threshold of 0.05 for statistical significance (*p*-value) and a log fold change in expression with absolute value of at least 0.6. 

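With an unadjusted p-value under 0.05 by limma and an absolute log2 fold change of at least 0.6, 177 genes remained at 0.1 µg/L PFNA, 61 of them higher and 116 lower than in the DMSO control, which became 88 and 88 with quantile normalization. The same thresholds kept 1824 genes at 10 µg/L, 1288 of them higher and 536 lower, or 1075 and 755 with quantile normalization. The supplementary report for 10 µg/L gives a threshold of 1.2 for the log fold change. With that threshold 652 genes passed, 587 of them higher and 65 lower, and with quantile normalization 394 were higher and a larger number lower than without it. With an adjusted p-value under 0.05 and an absolute log2 fold change above 1, the thresholds in the methods, 0 genes passed by limma and 169 by the DESeq2 test at 10 µg/L. The volcano sheets of the Supplemental Data list, as the paper's values, 107 genes at 0.1 µg/L and 336 genes at 10 µg/L. The paper's pathway software measured 11443 genes at 0.1 µg/L and 11595 at 10 µg/L, fewer than were tested here. The authors' deposited values hold 183 genes at 0.1 µg/L with the threshold of 0.6, and 518 at 10 µg/L with 1.2. The listed numbers are therefore not comparable with the limma counts. By their log2 fold changes, 106 and 328 of the listed genes could be matched to a single gene each. Of those at 0.1 µg/L, 104 were tested by limma and 78 had an unadjusted p-value under 0.05. Of the 327 tested at 10 µg/L, 322 did.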

The Supplemental Data presents all differentially expressed transcripts in larval zebrafish following PFNA exposure.

Pathway enrichment analyses were conducted using iPathway software version 18.1 (Advaita Corporation, Ann Arbor, MI, USA) to identify biological processes and hallmark signatures related to PFNA exposure. Low-dose PFNA exposure primarily affected lipid transport, cholesterol metabolism, sphingolipid signaling, and neurodegeneration-related pathways, whereas high-dose PFNA altered transcripts related to synaptic signaling, axon guidance, and thyroid hormone synthesis. The analysis revealed a significant number of pathways perturbed by PFNA exposure depicted in the chord diagrams. Pathways impacted by low-dose PFNA (Figure 7) include cholesterol metabolism, sphingolipid signaling pathway, and pathways of neurodegeneration among others whereas high-dose PFNA impacted axon guidance, glutamatergic synapse, and thyroid hormone synthesis among others (Figure 8). 

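Sets of genes were formed from gene symbol families for 5 of these pathways, since the paper's pathway lists were not used here. Their shifts were tested with limma's camera, two-sided and adjusted over 12 sets at each of the 2 concentrations. At 0.1 µg/L PFNA, the 109 genes of cholesterol metabolism and lipid transport were shifted down, with a median log2 fold change of -0.05 and an adjusted p = 0.0456. Of these genes, 44 were higher than in the DMSO control. The 46 sphingolipid genes had a median log2 fold change of -0.04, with 19 genes higher and an adjusted p = 0.0865. In larvae exposed to 10 µg/L, the sphingolipid set was shifted the other way, with 35 of 47 genes higher, a median log2 fold change of 0.25 and an adjusted p = 0.00678. Of the 100 axon guidance genes, 68 were higher at 10 µg/L PFNA, with a median log2 fold change of 0.15 and an adjusted p = 0.000872. The 88 glutamatergic synapse genes had a median log2 fold change of 0.16, with 60 genes higher and an adjusted p = 0.00663. The 15 thyroid hormone genes, 7 of them higher, had a median log2 fold change of -0.17 and an adjusted p = 0.368. Camera was run with its preset correlation of 0.01 between genes. With the correlation between genes of each set estimated from the residuals, a setting chosen after the data were seen, all 5 sets had an adjusted p = 0.628, the sphingolipid set at both concentrations. The mean of the axon guidance set was higher in each 10 µg/L library than in every DMSO library, and so was that of the glutamatergic set (exact permutation test, two-sided, p = 0.1 for both, the smallest that 3 against 3 libraries allow). For the cholesterol and lipid set at 0.1 µg/L the exact p was 0.6, and for the sphingolipid set 0.5. For the sphingolipid set at 10 µg/L it was 0.3, and 1 of the 3 exposed libraries was above every DMSO library. Between the 2 concentrations, a comparison of sets also chosen after the data were seen, camera gave an adjusted p = 0.000681 for axon guidance and 0.0936 for the glutamatergic set, with 0.353 for thyroid hormone. It gave 0.000666 for sphingolipid and 0.00119 for cholesterol and lipid transport, both higher at 10 µg/L than at 0.1 µg/L. With the estimated correlation, the value was 0.357 for axon guidance, sphingolipid and cholesterol and lipid transport. Of the 33 genes read from Figure 8, all were tested, and 32 were higher at 10 µg/L. Their log2 fold changes ranged from -1.10 to 2.50, and their limma adjusted p-values from 0.224 to 0.339. Of the 13 genes read from Figure 7, 12 were tested, 2 were higher and 10 lower at 0.1 µg/L, and 7 had an unadjusted p-value under 0.05. The cholesterol metabolism gene cetp (ENSDARG00000030872) had a log2 fold change of -0.79, and s1pr2 (ENSDARG00000036548) of the sphingolipid signaling pathway had -1.44. For both genes the exposed and DMSO libraries overlapped. Since the genes in both diagrams had been chosen for their change in these libraries, their direction is no separate measurement. The paper's reported FDR at 10 µg/L is 0.032 for both axon guidance and glutamatergic synapse. At 0.1 µg/L it is 0.490 for the 5 pathways listed highest, which include neither cholesterol metabolism nor sphingolipid signaling. Those pathways are type II diabetes mellitus, Alzheimer disease, melanogenesis, human papillomavirus infection and HIF-1 signaling.

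**Figure D3:**
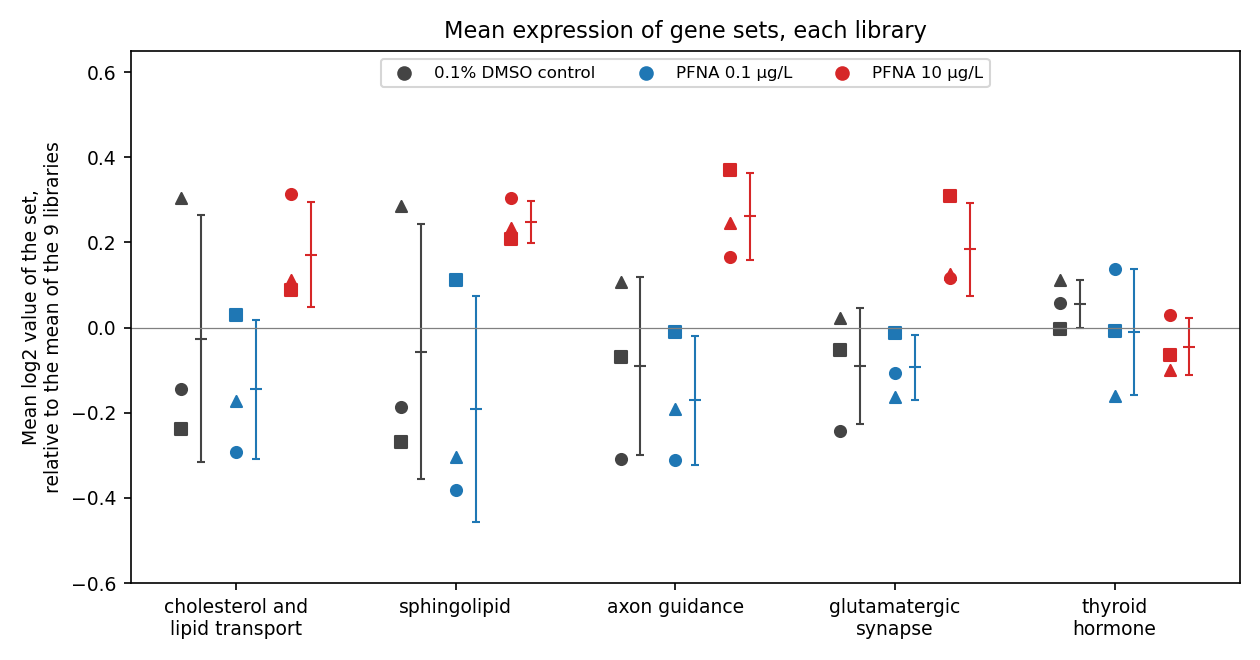
Mean log2 value of 5 gene sets in each library, relative to the mean of the 9 libraries. Colors give the exposure, marker shapes replicates 1 (circle), 2 (square) and 3 (triangle), and bars the mean ± SD (n = 3). The axon guidance means were 0.17 to 0.37 at 10 µg/L and -0.31 to 0.11 in DMSO.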

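A set of synaptic vesicle genes, formed from symbol families for vesicle release and loading, held 112 genes tested at 10 µg/L PFNA. Of these genes, 69 were higher than in the DMSO control, with a median log2 fold change of 0.08 (limma's camera, adjusted p = 0.00871). The mean of the set was 0.13 ± 0.10 (SD, n = 3 pools) at 10 µg/L and -0.09 ± 0.08 (SD, n = 3) in the DMSO control, on the log2 scale relative to the 9 libraries. Every 10 µg/L library was above every DMSO library (exact permutation test, two-sided, p = 0.1, the smallest possible). Without DMSO replicate 3, camera's adjusted p was 0.204. The paper's reported FDR for the synaptic vesicle cycle at 10 µg/L is 0.391. In larvae exposed to 0.1 µg/L, 68 of 107 genes of the set were higher, and the adjusted p was 0.0589. Between the concentrations the adjusted p was 0.488, so a difference in the response of this set was not detected. Narrower symbol patterns, chosen after the data were seen, kept 91 genes at 10 µg/L and 87 at 0.1 µg/L. Camera's adjusted p was then 0.000495 at 10 µg/L and 0.102 at 0.1 µg/L.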

Biological processes impacted by low-dose PFNA (Supplemental Figure S1) include nervous system process, lipid transport, and lipid localization among others whereas high-dose PFNA impacted nervous system development, cell communication, and synaptic signaling among others (Supplemental Figure S2). Lastly, enriched hallmark gene signatures by low-dose PFNA (Supplemental Figure S3) include TNFA signaling via NF-κB, cholesterol homeostasis, and IL-2 STAT5 signaling among others whereas high-dose PFNA impacted adipogenesis, mitotic spindle, and hedgehog signaling among others (Supplemental Figure S4). Diseases and clinical parameters associated with PFNA exposure are also reported in the Supplemental Data document for interested readers; however, we focus our attention on biological processes and pathways.

### 3.5. Real-Time PCR Analysis

The effect of PFNA on the mRNA steady state levels of transcripts related to oxidative damage response (*cat*, *mt-co1*, *hmox1*, *hspa4*, *sod1*, *sod2*, *nqo1*, *nfe2l2*) were measured, and no significant difference in transcription levels were recorded (Figure 9). There were also no significant changes observed in apoptosis transcripts (*bax*, *bcl2*, *casp3*, *tp53*) for all tested concentrations (Figure 10). Several transcripts relating to apoptosis (*ache*, *elovl3*, *elovl6*, *gap43*, *gfap*, *manf*, *mapta*, *maptb*, *mbp*, *nes*, *shh*, *tubb3*) were evaluated, but only *elovl6* was downregulated at 1 µg/L PFNA (F_(3,12)_ = 2.028, *p* = 0.088) (Figure 11).

### 3.6. Locomotor Activity Based upon the Visual Motor Response Test

The DanioVision™ (Noldus Information Technology, Leesburg, VA, USA) was used for the VMR test. Three independent trials were conducted with different batches of fish. Concentrations of 0.1% DMSO, 1 µg/L, 10 µg/L, 100 µg/L, and 1000 µg/L PFNA were investigated. Zebrafish larvae showed variability in distance traveled (Figure 12). In the first dark period, zebrafish larvae showed hypoactivity with exposure to 10 µg/L PFNA (*p* < 0.001). In the first light period, zebrafish larvae showed hypoactivity with exposure to 1000 µg/L PFNA (*p* < 0.001). In the second light period, zebrafish larvae showed hypoactivity with exposure to 1 µg/L PFNA (*p* < 0.001). Overall, PFNA decreased locomotor activity of larval fish, but this effect was not consistent with the concentration of PFNA. Overall, there was evidence for hypoactivity in larval fish, but this response was temporal and dose dependent.

## 4. Discussion

Developmental toxicity associated with PFNA exposure on zebrafish has been evaluated across a range of concentrations. We observed no detrimental effects of PFNA exposure on survival nor hatch rate up to 1 mg/L, consistent with previous studies. Jantzen et al. [33] exposed embryonic zebrafish to 9281.6 ng/L up to 0.928 mg/L PFNA and reported no significant acute mortality nor developmental delays. Another study documented mortality in zebrafish exposed to 34.7 mg/L PFNA until 120 hpf [34]. Another study observed a concentration-dependent decrease in hatching rate following exposure to 25–400 µM (11.6–185.6 mg/L) PFNA for 96 h [35], much higher than the current investigation. Overall, acute toxicity was not observed for PFNA up to 1 mg/L in this study.

ROS production is a well-documented response to chemical stressors in aquatic species. We detected no change in ROS levels when zebrafish were exposed to a range of PFNA concentrations (0.1 up to 1000 µg/L PFNA). This was also associated with no changes in basal expression of antioxidant genes (i.e., *cat*, *sod1*, *sod2* and others), corroborating a lack of evidence for oxidative stress. Previous studies have reported oxidative stress in zebrafish at substantially higher PFNA concentrations. For instance, exposure to 0.2 up to 15 mg/L PFNA for 140 h increased SOD activity at intermediate concentrations, while the highest exposure reduced both SOD and catalase activity and elevated malondialdehyde, indicating lipid peroxidation [36]. This exposure concentration was approximately 15x higher than the highest concentration tested in this study. Similarly, zebrafish embryos exposed to PFNA levels ranging 1–100 mg/L showed induction of antioxidant enzymes (i.e., glutathione S-transferase, heat shock protein 70) [37]. In the study, lower exposures ranging from 0.0464 up to 4.64 mg/L altered ROS levels, inhibited glutathione, and increased nitric oxide production [38]. Overall, these findings suggest that oxidative stress can be a response observed in zebrafish following exposure to PFNA. A lack of response in our study may be related to the lower concentrations tested.

Zebrafish are utilized as models for neurotoxicity research for various reasons including their conserved neurotransmitter systems to mammals, observable neurodevelopment, and measurable behavioral outcomes. In our study, transcriptome analysis revealed potential mechanisms of PFNA-induced neurotoxicity. Low-dose exposure mainly affected processes related to neuron function and membrane biology (i.e., lipid transport and cholesterol metabolism), suggesting disruptions in neurotransmission during zebrafish development. As lipids like cholesterol and sphingolipids are essential for synaptic function, these changes may impair neuronal communication before structural damage occurs [39]. In contrast, high-dose PFNA exposure caused altered nervous system development, synaptic signaling, glutamatergic signaling, thyroid hormone synthesis, and axon guidance pathways, suggesting stronger neurotoxic effects that may disrupt neural network formation, excitatory signaling, and endocrine-driven brain development.

Other zebrafish endpoints further substantiate the neurotoxic effects of PFNA exposure. For example, Liu et al. [28] exposed zebrafish embryos up to 100 µg/L PFNA until 120 hpf and reported various impacts on the nervous system. Regarding neurons in the olfactory bulb, numbers were significantly decreased with all treatments in which 10 and 100 µg/L PFNA caused a decrease of 46.86% and 57.85%, respectively, at 96 hpf and 32.26% and 42.86%, respectively, at 120 hpf.

It is noteworthy that our study detected glutamatergic synapse and synaptic vesicle cycle pathway enrichment based on transcriptome analysis following 10 µg/L PFNA exposure. This also suggests compromised excitatory neurotransmission, which may reduce motor output during the dark phase, the phase in which zebrafish typically display heightened activity. 

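Among the genes that Figure 8 links to the synaptic vesicle cycle, rab3ab (ENSDARG00000043835) had 163 ± 71.5 normalized counts (SD, n = 3 pools) at 10 µg/L PFNA and 37.2 ± 20.9 (SD, n = 3) in the DMSO control. Its log2 fold change was 2.14 (standard error 0.42, limma adjusted p = 0.224). The complexin gene cplx3b (ENSDARG00000089486) had a log2 fold change of 1.44, and the glycine transporter gene slc6a5 (ENSDARG00000067964) one of 1.78. For slc6a5, the libraries at 10 µg/L overlapped the DMSO libraries. The vesicular glutamate transporter genes slc17a6a (ENSDARG00000001127) and slc17a7a (ENSDARG00000016480), which the diagram also links to the glutamatergic synapse, had log2 fold changes of 1.69 (standard error 0.39, limma adjusted p = 0.233) and 1.28 (standard error 0.34, limma adjusted p = 0.242). With each library left out in turn, the log2 fold change of slc17a6a ranged from 1.41 to 2.13 and that of rab3ab from 1.81 to 2.56.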

Enrichment of axon guidance pathways implies potential alterations in neural connectivity, which may further contribute to impaired locomotor coordination leading to hypoactivity. Taken together, behavioral disruptions align with the enrichment of multiple pathways observed in our chord diagrams (i.e., nervous system processes, synaptic signaling, glutamatergic synapse, and axon guidance), supporting the hypothesis that PFNA exposure can disrupt neurodevelopmental processes, leading to transient or persistent behavioral deficits.

Behavioral alterations reported across zebrafish studies provide support for the neurotoxic pathways identified in the transcriptome response. Jantzen et al. [33] observed decreased swimming velocity following embryonic zebrafish exposure to 9281.6 ng/L, 92,816 ng/L, and 0.928 mg/L PFNA, with mid-level exposure (92,816 ng/L) also increasing distance traveled and time spent in the center of the tank, indicative of stress-related behavior. Similarly, Menger et al. [40] reported disrupted locomotor patterns following PFNA exposure ranging from 92.8 to 185.6 mg/L, where with 49 µM (22.7 mg/L) PFNA reducing swimming distance during the light phase and higher concentrations (6.96 and 22.73 mg/L) increasing burst activity during the dark phase. Phase-dependent hypo- and hyperactivity were further reported by Rericha et al. [35], who found hypoactivity during the dark phase following exposure to 16.24 mg/L PFNA and hypoactivity (1.16 and 16.24 mg/L) and hyperactivity (0.464 and 34.66 mg/L) during the light phase. Lastly, consistent with impaired sensory responsiveness, Lee et al. [41] reported that 450 µM (208.8 mg/L) PFNA increased distance traveled during the light phase while decreasing activity during the dark phase. These studies underscore the complex behavioral responses typically observed with PFNA and corroborate our study which did not detect any evidence for linear dose responses. There are many instances where there is a lack of dose-dependent effects with perfluorinated chemicals, and at relatively low levels (ng/L–µg/L LC_50_ values for PFNA in zebrafish), data can be concentration-dependent without a linear response curve. Several well-documented features of PFAS biology can make their dose response curves flat, U-shaped, or otherwise non-traditional [42,43] due to non-linear internal kinetics, early onset of effects, multiple mechanisms with overlapping thresholds, and chain-length-specific toxicity patterns.

We identified lipid-related processes as biological processes associated with PFNA exposure. These findings are supported by previous studies highlighting PFNA’s effects on lipid metabolism in zebrafish. Qian et al. [44] exposed zebrafish embryos to 100 µM PFNA until 96 hpf and found increased lipid accumulation following exposure. Additionally, KEGG analysis revealed that the most significantly affected pathway by PFNA was the PPAR signaling pathway, followed by fatty acid metabolism, steroid biosynthesis, and apoptotic. Regarding differentially expressed genes, both the PPAR and apoptotic pathway had the highest number of differential genes. Similarly, Liu et al. [34] exposed zebrafish embryos up to 400 µmol/L PFNA until 96 hpf and reported altered gene expression involved with lipid metabolism and oxidative stress. Specifically, *lfabp* (liver fatty acid-binding protein) and *ucp2* (uncoupling protein 2), both involved in lipid handling and mitochondrial function, were upregulated while *gpx1* (glutathione peroxidase 1), *sod1, mt-atp6* (mitochondrial ATP synthase subunit 6), and *mt-nd1* (mitochondrial NADH dehydrogenase subunit 1) were downregulated.

Our findings demonstrate that PFNA exposure at environmentally relevant concentrations does not induce significant developmental toxicity nor oxidative stress in zebrafish, as evidenced by unaltered survival, hatch rate, and ROS production. However, transcriptomic and behavioral analyses revealed dose-dependent alterations, suggestive of neurodevelopmental and behavioral effects, with low-dose exposures primarily disrupting lipid- and membrane-related neuronal processes and higher doses affecting nervous system development, synaptic signaling, glutamatergic pathways, and axon guidance. These molecular disruptions are supported by altered locomotor behavior and align with previous studies reporting PFNA-induced changes in neurotransmitter systems and activity patterns in zebrafish. Taken together, PFNA exposure leads to molecular changes related to neurotoxicity and lipid metabolism in zebrafish, which may contribute to adverse neurodevelopmental outcomes.

## Figures and Tables

**Figure 1:**
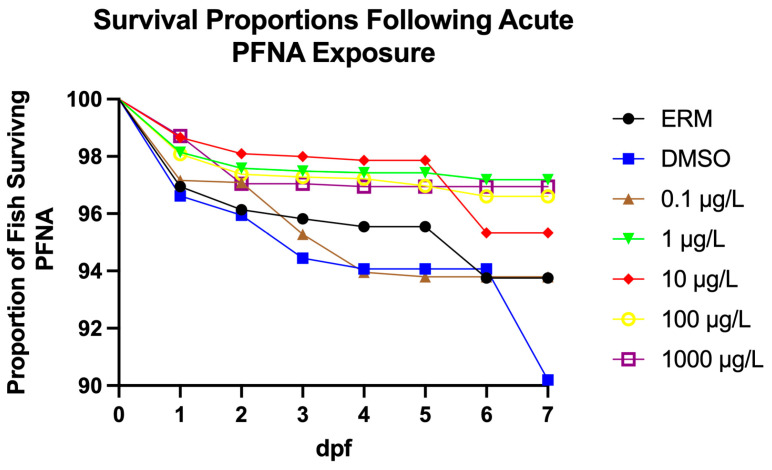
Proportion of surviving zebrafish embryos/larvae following exposure to either ERM, 0.1% DMSO, 0.1, 1, 10, 100, or 1000 µg/L PFNA for 7 days. Data are presented as mean (±SD). Error bars are small and are within the symbol.

**Figure 2:**
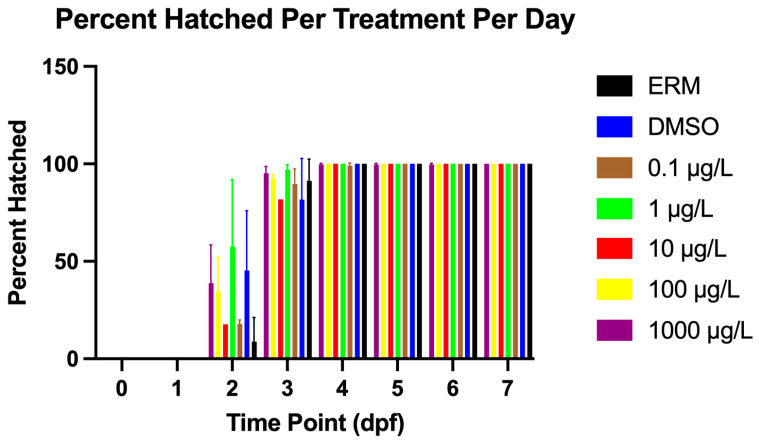
Total percentage of hatched zebrafish embryos/larvae following exposure to either ERM, 0.1% DMSO, 0.1, 1, 10, 100, or 1000 µg/L PFNA for 7 days. Data are presented as mean (±SD). Lack of standard error bars for some treatments indicates no variability in the replicates.

**Figure 3:**
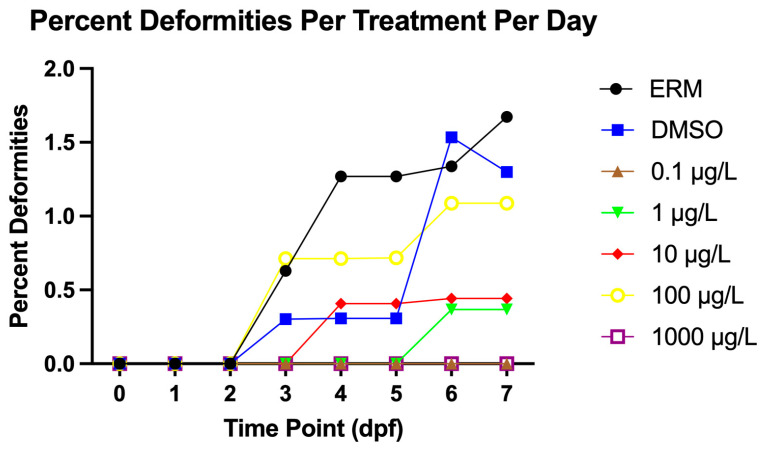
Percent of deformities of zebrafish embryos/larvae exposed to either ERM, 0.1% DMSO, 0.1, 1, 10, 100, or 1000 µg/L PFNA for 7 days.

**Figure 4:**
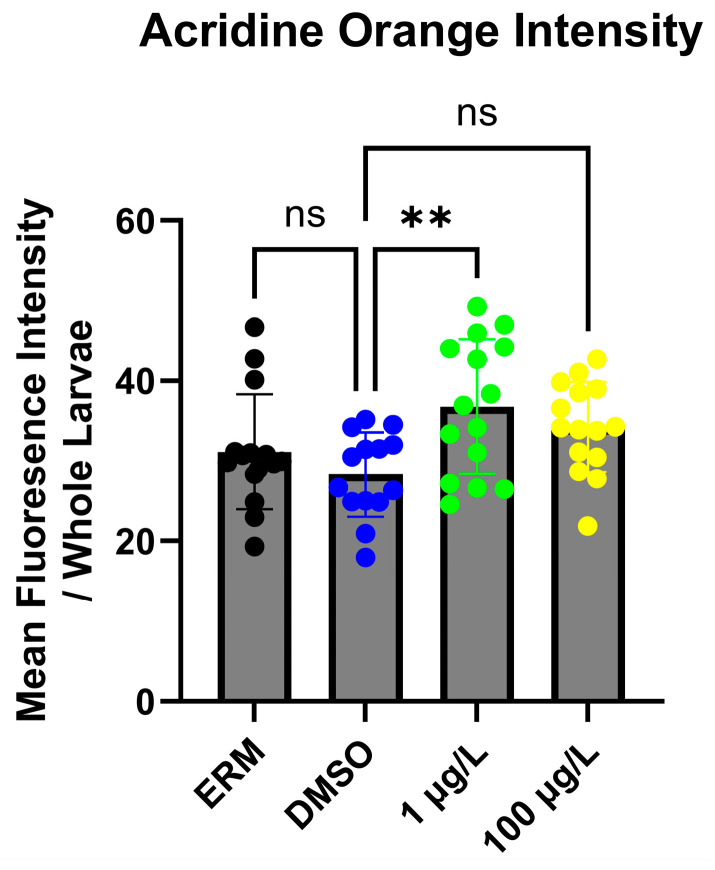
Mean fluorescence intensity in zebrafish larvae exposed to either ERM, 0.1% DMSO, 1, or 100 µg/L PFNA at 7 dpf. Data represented as the mean value of the group (±SD) (One-Way ANOVA followed by Dunnett’s post hoc test, *n* = 50/group). Asterisks denote significant differences across a group and ERM control during an interval (** *p* < 0.01). ns = not significant.

**Figure 5:**
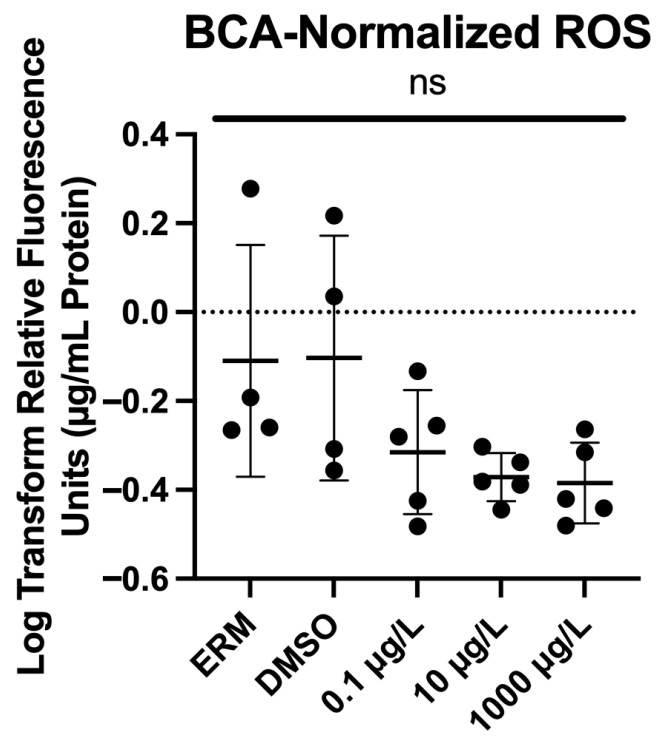
Normalized levels of reactive oxygen species (to μg/mL media/protein). Each circle represents a biological replicate; the mean (±S.D.) is represented by the horizontal line (One-Way ANOVA, Dunnett’s multiple comparisons test, *n* = 4 or 5 biological replicates/experimental group). ns = not significant.

**Figure 6:**
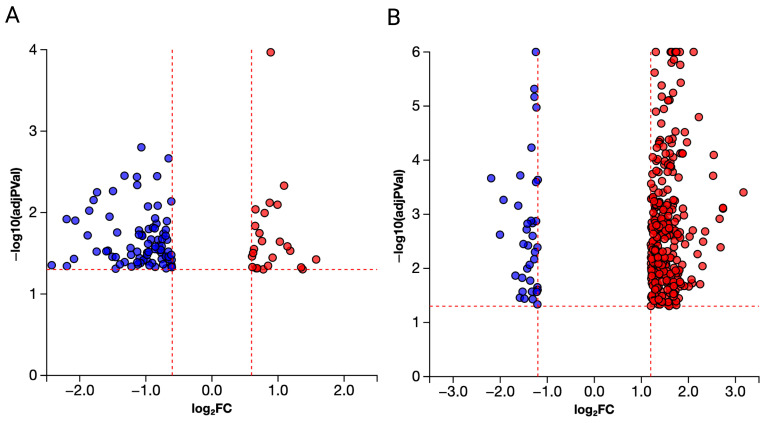
Volcano plots demonstrate differentially expressed genes in blue (downregulated) or red (upregulated) for low ((**A**), 0.1 μg/L) and high ((**B**), 10 μg/L) PFNA exposure in larval zebrafish. These are transcripts that showed a threshold of 0.05 for statistical significance (*p*-value) and a log fold change in expression with absolute value of at least 0.6 (criteria indicated by red, dotted line).

**Figure 7:**
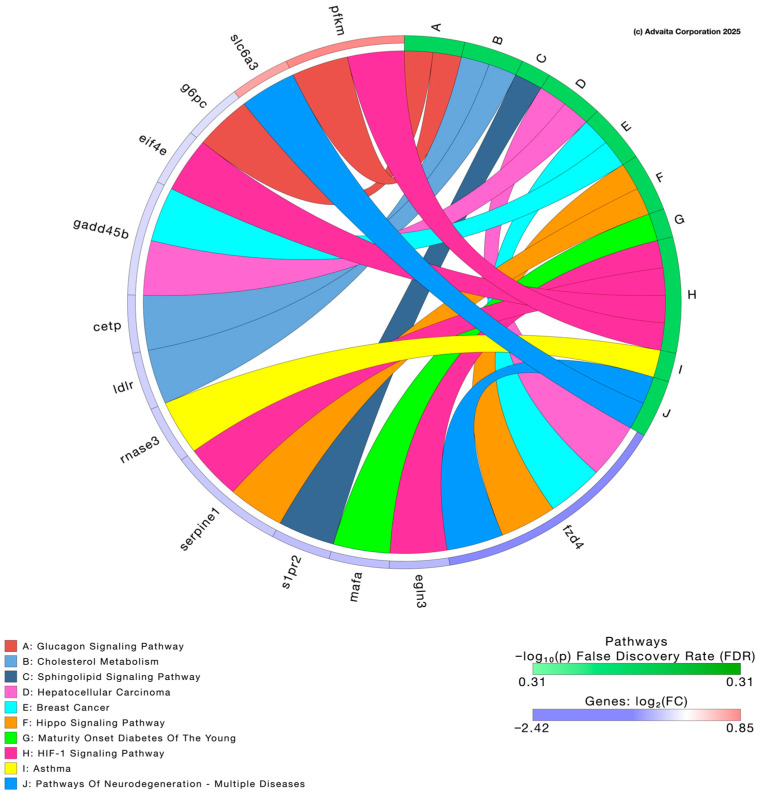
Chord diagram depicting associations between differentially expressed genes and significantly impacted pathways following 0.1 µg/L PFNA exposure.

**Figure 8:**
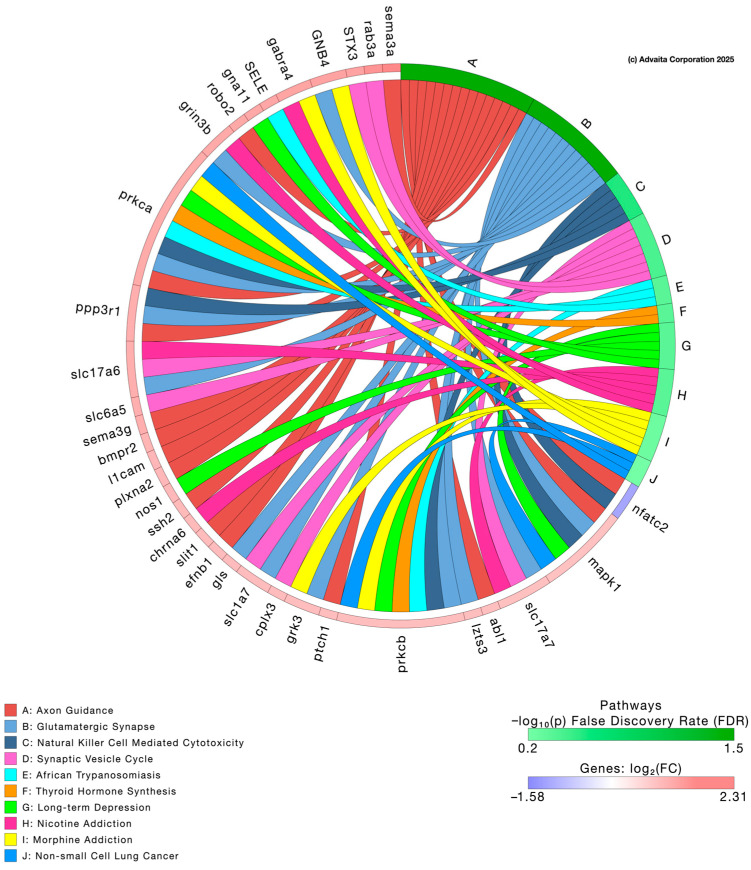
Chord diagram depicting associations between differentially expressed genes and significantly impacted pathways following 10 µg/L PFNA exposure.

**Figure 9:**
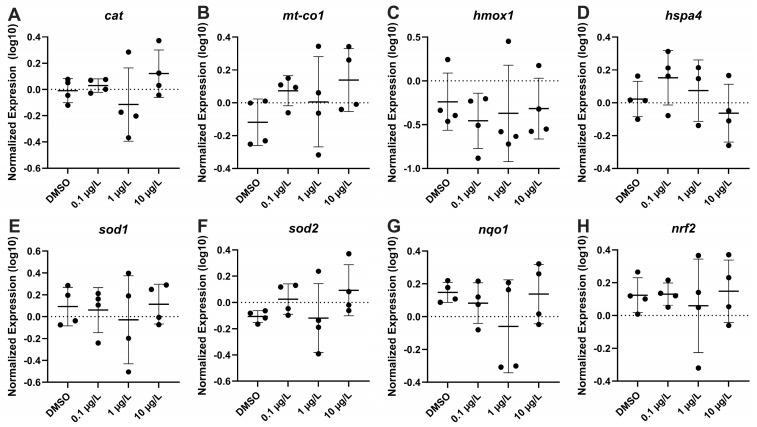
Relative oxidative stress gene expression in zebrafish larvae exposed to solvent control (0.1% DMSO), 0.1 µg/L, 1 µg/L, or 10 µg/L PFNA. (**A**) *cat*, (**B**) *mt-co1*, (**C**) *hmox1*, (**D**) *hspa4*, (**E**) *sod1*, (**F**) *sod2*, (**G**) *nqo1*, and (**H**) *nrf2.* The mean (±standard deviation) is represented by the horizontal line. Data were evaluated using One-Way ANOVA, followed by a Dunnett’s multiple comparisons test to the control group (mean ± SD), significance determined at *p* < 0.05.

**Figure 10:**
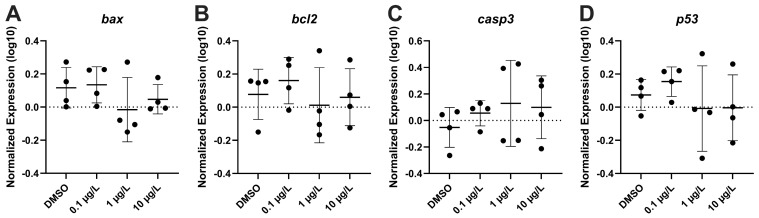
Relative apoptotic gene expression in zebrafish larvae exposed to solvent control (0.1% DMSO), 0.1 µg/L, 1 µg/L, or 10 µg/L PFNA. (**A**) *bax*, (**B**) *bcl2*, (**C**) *casp3*, and (**D**) *p53*. The mean (±standard deviation) is represented by the horizontal line. Data were evaluated using One-Way ANOVA, followed by a Dunnett’s multiple comparisons test to the control group (mean ± SD), significance determined at *p* < 0.05.

**Figure 11:**
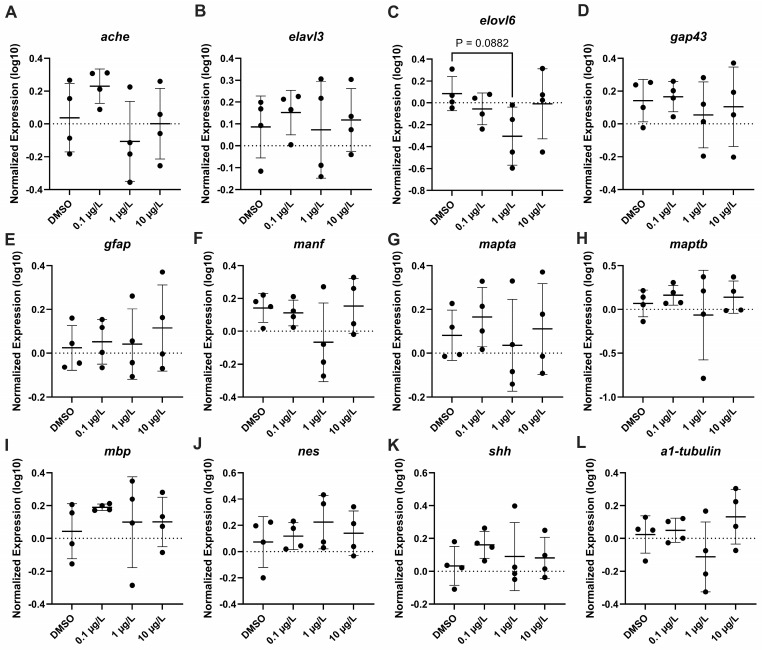
Relative neurotoxic gene expression in zebrafish larvae exposed to solvent control (0.1% DMSO), 0.1 µg/L, 1 µg/L, or 10 µg/L PFNA. (**A**) *ache*, (**B**) *elovl3*, (**C**) *elovl6*, (**D**) *gap43*, (**E**) *gfap*, (**F**) *manf*, (**G**) *mapta*, (**H**) *maptb*, (**I**) *mbp*, (**J**) *nes*, (**K**) *shh*, and (**L**) *a1-tubulin*. Data are represented as mean ± standard deviation. Data were evaluated using One-Way ANOVA, followed by a Dunnett’s multiple comparisons test to the control group (mean ± SD), significance determined at *p* < 0.05.

**Figure 12:**
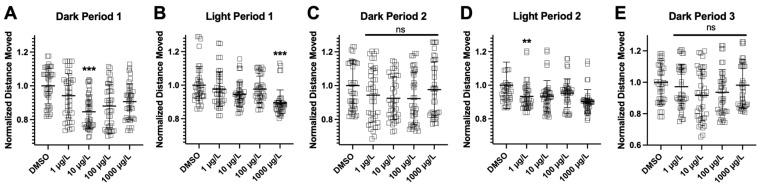
Visual Motor Response (VMR) test for PFNA-exposed zebrafish larvae. Light–dark cycles are organized in 10 min intervals. (**A**) Normalized mean (±SD) distance moved (mm) per minute intervals in dark period 1, (**B**) light period 1, (**C**) dark period 2, (**D**) light period 2, and (**E**) dark period 3. Asterisks denote significant difference across a group and DMSO control during an interval (** *p* < 0.01, *** *p* < 0.001) and ns = not significant (One-Way ANOVA, Dunnett’s multiple comparisons test, *n* = 16 per treatment in each of the 3 independent experiments).

**Table 1:** Top 10 genes impacted following exposure to 0.1 µg/L and 10 µg/L PFNA. All measured transcripts are presented in the Supplemental Data files. *p*adj = *p*-value adjusted.

Concentration	Gene Symbol	Gene Name	log_2_FoldChange	*p*-Value	*p*adj
0.1 µg/L	*si:dkey-57a22.15*	Unknown	0.931	6.082 × 10^−6^	1.17 × 10^−1^
	*BX248082.1*	Unknown	−1.622	5.317 × 10^−5^	5.12 × 10^−1^
	*bfsp2*	Beaded Filament Structural Protein 2	0.889	1.076 × 10^−4^	6.90 × 10^−1^
	*elf3*	E74 Like ETS Transcription Factor 3	−1.068	1.579 × 10^−3^	1.00
	*si:ch211-264e16.1*	Unknown	−2.418	1.888 × 10^−3^	1.00
	*ier2a*	Immediate early response protein 2	−0.656	2.160 × 10^−3^	1.00
	*sb:cb1058*	Unknown	−1.201	2.526 × 10^−3^	1.00
	*mafa*	v-maf musculoaponeurotic fibrosarcoma oncogene homolog	−1.323	3.526 × 10^−3^	1.00
	*hspb11*	Heat Shock Protein Family B (Small), Member 11	−0.829	3.577 × 10^−3^	1.00
	*bahcc1a*	BAH Domain and Coiled-Coil Containing 1	−1.135	3.649 × 10^−3^	1.00
10 µg/L	*CABZ01092282.1*	Unknown	1.504	2.820 × 10^−12^	5.24 × 10^−8^
	*klc1a*	Kinesin Light Chain 1	1.817	1.639× 10^−10^	1.52 × 10^−6^
	*isg15*	ISG15 Ubiquitin Like Modifier	1.743	6.974 × 10^−9^	4.32 × 10^−5^
	*cdk5r1b*	Cyclin Dependent Kinase 5 Regulatory Subunit 1	1.645	1.421 × 10^−8^	6.60 × 10^−5^
	*trim23*	Tripartite Motif Containing 23	1.743	4.151 × 10^−8^	1.54 × 10^−4^
	*si:ch1073-44g3.1*	Unknown	1.307	9.859 × 10^−8^	2.91 × 10^−4^
	*kdm2ba*	Lysine Demethylase 2B	1.121	1.095 × 10^−7^	2.91 × 10^−4^
	*l1camb*	L1 Cell Adhesion Molecule	2.084	1.496 × 10^−7^	3.41 × 10^−4^
	*soul4*	Heme-binding protein soul4	1.374	1.653 × 10^−7^	3.41 × 10^−4^
	*xpr1a*	Xenotropic and polytropic retrovirus receptor 1a	1.720	1.989 × 10^−7^	3.70 × 10^−4^

## Data Availability

Transcriptome data have been deposited into NCBI Gene Expression Omnibus and is available at GEO Accession number GSE324353.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes17050558/s1, QC Reports for libraries, Summary reports for Bioinformatics (iPathway). Figure S1. Biological processes (gene ontology) identified as enriched based on iPathway using a chord diagram (FDR < 0.05). Figure S2. Biological processes (gene ontology) identified as enriched based on iPathway using a chord diagram (FDR < 0.05). Figure S3. Chord diagram illustrates the relationships between differentially expressed genes and enriched Hallmark gene signatures following 0.1 µg/L PFNA exposure. Figure S4. Chord diagram illustrates the relationship between differentially expressed genes and enriched Hallmark gene signatures following 10 µg/L PFNA exposure. Table S1. List of primers used for gene expression analysis.

## Abbreviations

The following abbreviations are used in this manuscript:

ANOVA	Analysis of variance
AO	Acridine orange
BCA	Bicinchoninic acid
CDNA	Complementary deoxyribonucleic acid
CNS	Central nervous system
Cq	Cycle Threshold
CTD	Comparative Toxicogenomics Database
DMSO	Dimethyl sulfoxide
DPF	Days post fertilization
ERM	Embryo rearing media
FABP	Fatty acid-binding protein
GEO	Gene Expression Omnibus
GFP	Green fluorescent protein
GO	Gene ontology
HISAT2	Hierarchal Indexing for Spliced Alignment of Transcripts 2
HPF	Hours post fertilization
H2-DCFDA	2′,7′-Dichlorodihydrofluorescein diacetate
IACUC	Institutional Animal Care and Use Committee
KEGG	Kyoto Encyclopedia of Genes and Genomes
NRT	No reverse transcriptase
OECD	Organization for Economic Co-operation and Development
PBS	Phosphate-buffered saline
PCR	Polymerase chain reaction
PFAS	Per- and polyfluoroalkyl substances
PFNA	Perfluorononanoic acid
PPAR	Peroxisome proliferator activated receptor
RNA	Ribonucleic acid
ROS	Reactive oxygen species
RT-qPCR	Reverse transcription quantitative polymerase chain reaction
SD	Standard deviation
USA	United States of America
VMR	Visual Motor Response
ZIRC	Zebrafish International Resource Center

# Supplementary material for: Transcriptome and Behavioral Assessment in Larval Zebrafish (Danio rerio) Following Exposure to Perfluorononanoic Acid (PFNA)
**Source:** Genes (Basel). 2026 May 7;17(5):558. doi: 10.3390/genes17050558
**Supplement:** Supplementary file 1

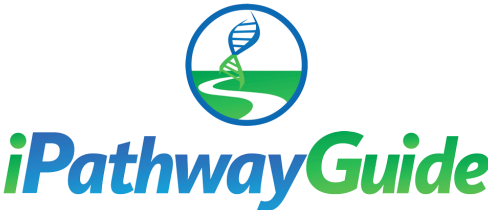

# 1. Introduction

In this experiment, **107** differentially expressed (DE) genes were identified out of a total of **11,443** genes with measured expression. These were identified using thresholds defined by the user. In this experiment, the user chose a threshold of **0.05** for statistical significance (p-value) and a log fold change of expression with absolute value of at least **0.6**. These data were analyzed in the context of pathways obtained from the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Release 113.0+/01-01, Jan 25) (Kanehisa *et al.*, 2000; Kanehisa *et al.*, 2002), gene ontologies from the Gene Ontology Consortium database (2024-Sep20) (Ashburner *et al.*, 2000; Gene Ontology Consortium, 2001), miRNAs from the miRBase (MIRBASE Version:Version22.1,10/18) and TARGETSCAN (Targetscan version: Mouse:8.0, Human:8.0) databases (Agarwal *et al.*, 2015; Nam *et al.*, 2014; Griffiths-Jones *et al.*, 2008; Kozomara and Griffiths-Jones, 2014; Friedman *et al.*, 2009; Grimson *et al.*, 2007), network of regulatory relations from BioGRID: Biological General Repository for Interaction Datasets v4.4.233. April. 25th, 2024 (Szkarczyk *et al.*, 2017), chemicals/drugs/toxicants from the Comparative Toxicogenomics Database January 7, 2025 (17601) (Davis *et al.*, 2019), and diseases from the KEGG database (Release 113.0+/01-01, Jan 25) (Kanehisa *et al.*, 2000; Kanehisa *et al.*, 2002). In summary, **8** pathways were found to be significantly impacted. In addition, **280** Gene Ontology (GO) terms, **81** miRNAs , **108** gene upstream regulators, **150** chemical upstream regulators and **61** diseases were found to be significantly enriched before the correction for multiple comparisons.

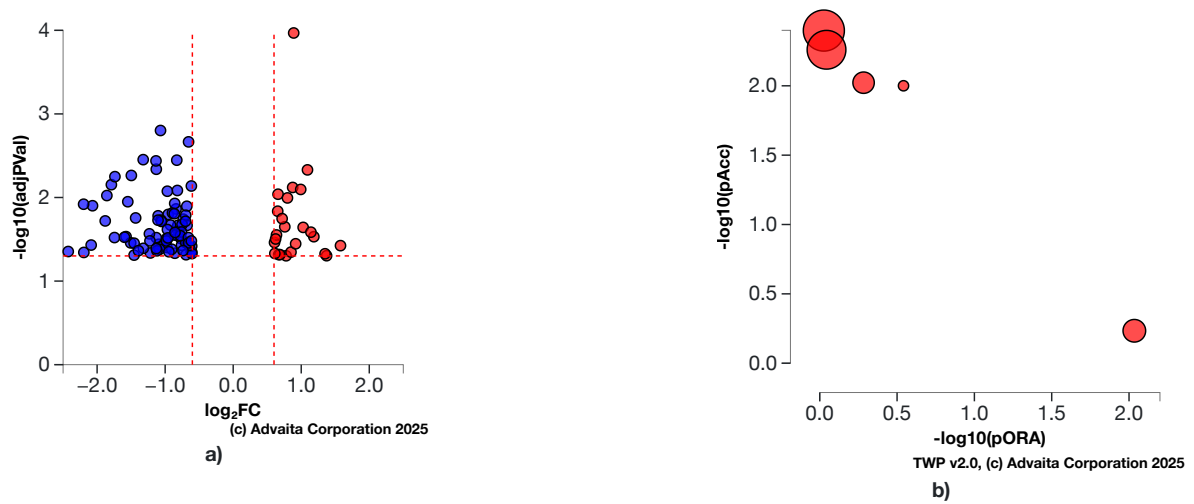

**Fig. 1.1: a) Volcano plot:** All 107 significantly differentially expressed (DE) genes are represented in terms of their measured expression change (x-axis) and the significance of the change (y-axis). The significance is represented in terms of the negative log (base 10) of the p-value, so that more significant genes are plotted higher on the y-axis. The dotted lines represent the thresholds used to select the DE genes: 0.6 for expression change and 0.05 for significance. The up-regulated genes (positive log fold change) are shown in red, while the down-regulated genes are blue. **b) Pathways perturbation vs over-representation:** The top 5 pathways are plotted in terms of the two types of evidence computed by iPathwayGuide: over-representation on the x-axis (pORA) and the total pathway accumulation on the y-axis (pAcc). Each pathway is represented by a single dot, with significant pathways shown in red, non-significant in black, and the size of each dot is proportional to the size of the pathway it represents. Both p-values are shown in terms of their negative log (base 10) values.

## 2. Pathway Analysis

### 2.1. Methods

iPathwayGuide scores pathways using the Impact Analysis method (Draghici *et al.*, 2007; Tarca *et al.*, 2009; Khatri *et al.*, 2007). Impact analysis uses two types of evidence: i) the over-representation of differentially expressed (DE) genes in a given pathway and ii) the perturbation of that pathway computed by propagating the measured expression changes across the pathway topology. These aspects are captured by two independent probability values, pORA and pAcc, that are then combined in a unique pathway-specific p-value. The underlying pathway topologies, comprised of genes and their directional interactions, are obtained from the KEGG database (Kanehisa *et al.*, 2000; Kanehisa *et al.*, 2010; Kanehisa *et al.*, 2012; Kanehisa *et al.*, 2014).

The first probability, pORA, expresses the probability of observing the number of DE genes in a given pathway that is greater than or equal to the number observed, by random chance (Draghici *et al.*, 2003; Draghici 2011). Let us consider there are  $N$  genes measured in the experiment, with  $M$  of these on the given pathway. Based on the user-defined a priori selection of DE genes,  $K$  out of  $M$  genes were found to be differentially expressed. The probability of observing exactly  $x$  differentially expressed genes on the given pathway is computed based on the hypergeometric distribution:

$$(1) \quad P(X=x|N,M,K) = \frac{\binom{M}{x} \binom{N-M}{K-x}}{\binom{N}{K}}$$

Because the hypergeometric distribution is discrete, the probability of observing fewer than  $x$  genes on the given pathway just by chance can be calculated by summing the probabilities of randomly observing 0, 1, 2, ..., up to  $x-1$  DE genes on the pathway:

$$(2) \quad p_u(x-1) = P(X=1) + P(X=2) + \dots + P(X=x-1) = \sum_{i=0}^{x-1} \frac{\binom{M}{i} \binom{N-M}{K-i}}{\binom{N}{K}}$$

iPathwayGuide calculates the probability of randomly observing a number of DE genes on the given pathway that is greater than or equal to the number of DE genes obtained from data, by computing the over-representation p-value:  $pORA = p_o(x) = 1 - p_u(x-1)$ :

$$(3) \quad p_o(x) = 1 - \sum_{i=0}^{x-1} \frac{\binom{M}{i} \binom{N-M}{K-i}}{\binom{N}{K}}$$

The second probability, pAcc, is calculated based on the amount of total accumulation measured in each pathway. A perturbation factor is computed for each gene on the pathway using:

(4) 
$$PF(g) = \alpha(g) \cdot \Delta E(g) + \sum_{u \in US_g} \beta_{ug} \frac{PF(u)}{N_{ds}(u)}$$

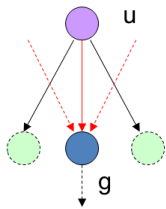

In Equation 4,  $PF(g)$  is the perturbation factor for gene  $g$ , the term  $\Delta E(g)$  represents the signed normalized measured expression change of gene  $g$ , and  $\alpha(g)$  is a priori weight based on the type of the gene. The last term is the sum of the perturbation factors of all genes  $u$ , directly upstream of the target gene  $g$ , normalized by the number of downstream genes of each such gene  $N_{ds}(u)$ . The value of  $\beta_{ug}$  quantifies the strength of the interaction between genes  $g$  and  $u$ . The sign of  $\beta$  represents the type of interaction: positive for activation-like signals, and negative for inhibition-like signals. Subsequently, iPathwayGuide calculates the accumulation at the level of each gene,  $Acc(g)$ , as the difference between the perturbation factor  $PF(g)$  and the observed log fold-change:

(5) 
$$Acc(g_i) = PF(g_i) - \Delta E(g_i)$$

All perturbation accumulations are computed at the same time by solving the system of linear equations resulting from combining Equation 4 for all genes on a given pathway. Once all gene perturbation accumulations are computed, iPathwayGuide computes the total accumulation of the pathway as the sum of all absolute accumulations of the genes in a given pathway. The significance of obtaining a total accumulation (pAcc) at least as large as observed, just by chance, is assessed through bootstrap analysis.

The two types of evidence, pORA and pAcc, are combined into an overall pathway score by calculating a p-value using Fisher's method. This p-value is then corrected for multiple comparisons using false discovery rate (FDR) and Bonferroni corrections. Bonferroni is simpler and more conservative of the two (Bonferroni, 1935; Bonferroni, 1936). It reduces the false discovery rate by imposing a stringent threshold on each comparison adjusted for the total number of comparisons. The FDR correction has more power, but only controls the family-wise false positives rate (Benjamini and Hochberg, 1995; Benjamini and Yekutieli, 2001).

2.2. Results

Table 2.2.1: Top pathways and their associated p-values

\* the p-value corresponding to the pathway was computed using only over-representation analysis.

Type II diabetes mellitus (KEGG: 04930)

Insulin resistance is strongly associated with type II diabetes. "Diabetogenic" factors including FFA, TNFalpha and cellular stress induce insulin resistance through inhibition of IRS1 functions. Serine/threonine phosphorylation, interaction with SOCS, regulation of the expression, modification of the cellular localization, and degradation represent the molecular mechanisms stimulated by them. Various kinases (ERK, JNK, IKKbeta, PKCzeta, PKCtheta and mTOR) are involved in this process. The development of type II diabetes requires impaired beta-cell function. Chronic hyperglycemia has been shown to induce multiple defects in beta-cells. Hyperglycemia has been proposed to lead to large amounts of reactive oxygen species (ROS) in beta-cells, with subsequent damage to cellular components including PDX-1. Loss of PDX-1, a critical regulator of insulin promoter activity, has also been proposed as an important mechanism leading to beta-cell dysfunction. Although there is little doubt as to the importance of genetic factors in type II diabetes, genetic analysis is difficult due to complex interaction among multiple susceptibility genes and between genetic and environmental factors. Genetic studies have therefore given very diverse results. Kir6.2 and IRS are two of the candidate genes. It is known that Kir6.2 and IRS play central roles in insulin secretion and insulin signal transmission, respectively.

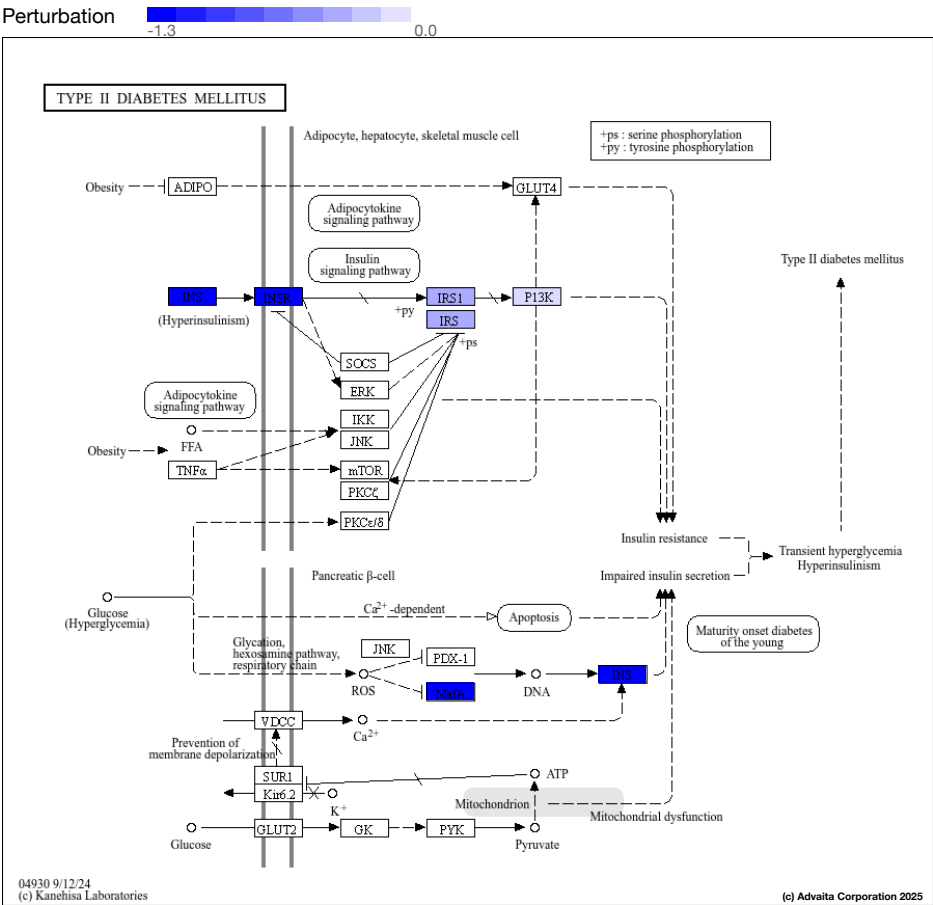

**Fig. 2.2.1: Type II diabetes mellitus (KEGG: 04930):** The pathway diagram is overlaid with the computed perturbation of each gene. The perturbation accounts both for the gene's measured fold change and for the accumulated perturbation propagated from any upstream genes (accumulation). The highest negative perturbation is shown in dark blue, while the highest positive perturbation in dark red. The legend describes the values on the gradient. Note: For legibility, one gene may be represented in multiple places in the diagram and one box may represent multiple genes in the same gene family. A gene is highlighted in all locations it occurs in the diagram. For each gene family, the color corresponding to the gene with the highest absolute perturbation is displayed.

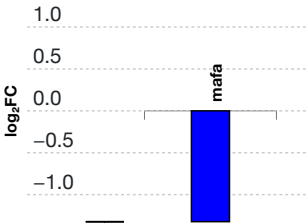

**Fig. 2.2.2: Gene measured expression bar plot:** All the differentially expressed genes in Type II diabetes mellitus (KEGG: 04930) are ranked based on their absolute value of log fold change. Upregulated genes are shown in red, downregulated genes are shown in blue. The box and whisker plot on the left summarizes the distribution of all the differentially expressed genes in this pathway. The box represents the 1st quartile, the median and the 3rd quartile, while the outliers are represented by circles.

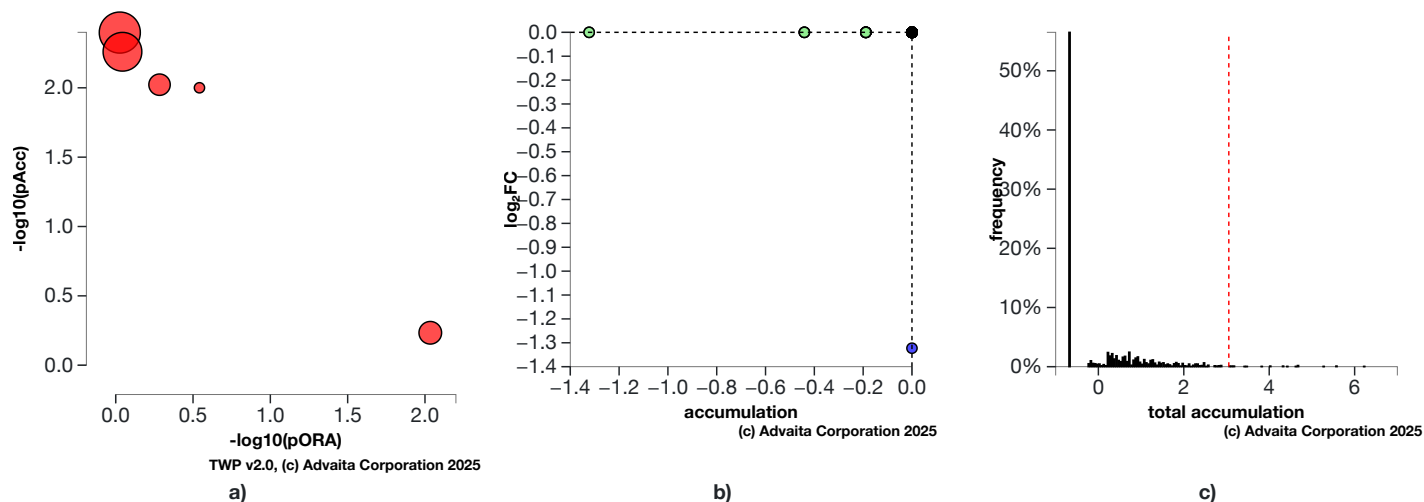

**Fig. 2.2.3: a) Perturbation vs over-representation:** Type II diabetes mellitus (KEGG: 04930) (yellow) is shown, using negative log of the accumulation and over-representation  $p$ -values, along with the other most significant pathways. Pathways in red are significant based on the combined uncorrected  $p$ -values, whereas the ones in black are non-significant (where applicable). **b) Gene measured expression vs accumulation:** All the genes from this pathway are represented in terms of their measured fold change ( $y$ -axis) and accumulation ( $x$ -axis). Accumulation is the perturbation received by the gene from any upstream genes. Genes in blue had only measured fold change. Genes in green had only accumulation. The remaining genes that were not measured and had no accumulation are shown in black. **c) Bootstrap diagram:** The perturbation  $p$ -value is computed using bootstrap analysis. Bootstrapping assesses the probability of observing a sum of all absolute gene accumulation total accumulation at least as extreme as the computed one just by chance. A null distribution (gray bars) is computed through an iterative process that is repeated 2000 times. At each iteration, a number of genes equal to the number of differentially expressed genes in this pathway is randomly assigned anywhere in the pathway and the total accumulation is recomputed. The red line indicates the observed total accumulation of genes in the given pathway in relation to the distribution of expected values. The perturbation  $p$ -value is more significant the further away from the mean it is.

## Alzheimer disease (KEGG: 05010)

Alzheimer disease (AD) is a chronic disorder that slowly destroys neurons and causes serious cognitive disability. AD is associated with senile plaques and neurofibrillary tangles (NFTs). Amyloid-beta (Abeta), a major component of senile plaques, has various pathological effects on cell and organelle function. To date genetic studies have revealed four genes that may be linked to autosomal dominant or familial early onset AD (FAD). These four genes include: amyloid precursor protein (APP), presenilin 1 (PS1), presenilin 2 (PS2) and apolipoprotein E (ApoE). All mutations associated with APP and PS proteins can lead to an increase in the production of Abeta peptides, specifically the more amyloidogenic form, Abeta42. It was proposed that Abeta form  $\text{Ca}^{2+}$  permeable pores and bind to and modulate multiple synaptic proteins, including NMDAR, mGluR5 and VGCC, leading to the overfilling of neurons with calcium ions. Consequently, cellular  $\text{Ca}^{2+}$  disruptions will lead to neuronal apoptosis, autophagy deficits, mitochondrial abnormality, defective neurotransmission, impaired synaptic plasticity and neurodegeneration in AD. FAD-linked PS1 mutation downregulates the unfolded protein response and leads to vulnerability to ER stress.

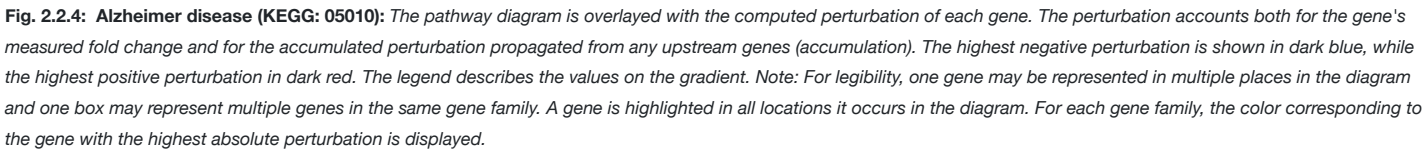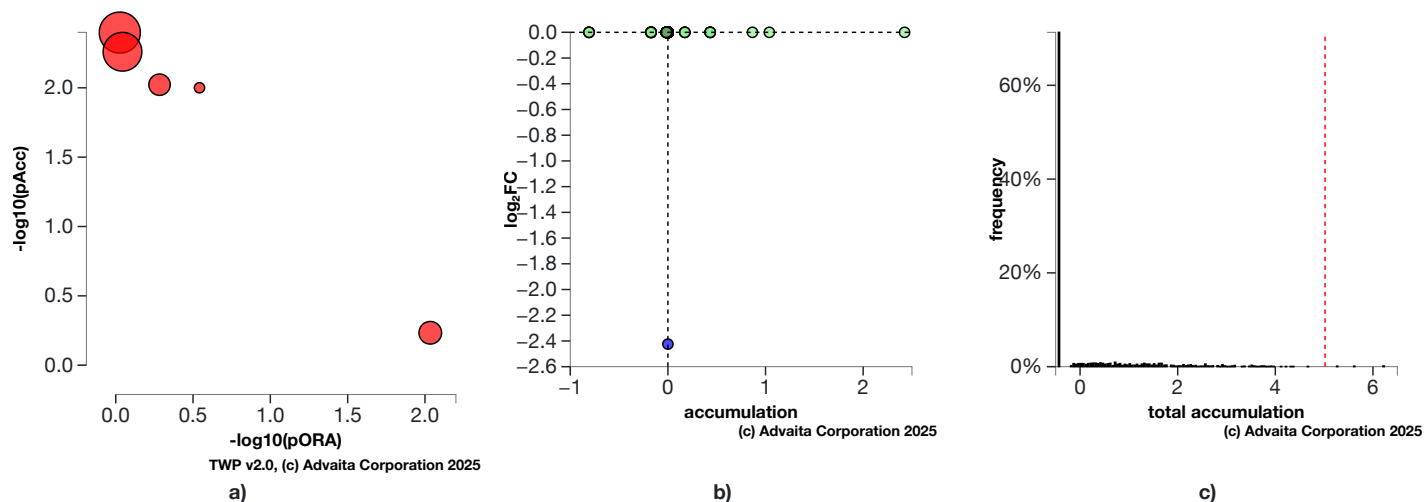

**Fig. 2.2.6: a) Perturbation vs over-representation:** Alzheimer disease (KEGG: 05010) (yellow) is shown, using negative log of the accumulation and over-representation  $p$ -values, along with the other most significant pathways. Pathways in red are significant based on the combined uncorrected  $p$ -values, whereas the ones in black are non-significant (where applicable). **b) Gene measured expression vs accumulation:** All the genes from this pathway are represented in terms of their measured fold change ( $y$ -axis) and accumulation ( $x$ -axis). Accumulation is the perturbation received by the gene from any upstream genes. Genes in blue had only measured fold change. Genes in green had only accumulation. The remaining genes that were not measured and had no accumulation are shown in black. **c) Bootstrap diagram:** The perturbation  $p$ -value is computed using bootstrap analysis. Bootstrapping assesses the probability of observing a sum of all absolute gene accumulation total accumulation at least as extreme as the computed one just by chance. A null distribution (gray bars) is computed through an iterative process that is repeated 2000 times. At each iteration, a number of genes equal to the number of differentially expressed genes in this pathway is randomly assigned anywhere in the pathway and the total accumulation is recomputed. The red line indicates the observed total accumulation of genes in the given pathway in relation to the distribution of expected values. The perturbation  $p$ -value is more significant the further away from the mean it is.

## Melanogenesis (KEGG: 04916)

Cutaneous melanin pigment plays a critical role in camouflage, mimicry, social communication, and protection against harmful effects of solar radiation. Melanogenesis is under complex regulatory control by multiple agents. The most important positive regulator of melanogenesis is the MC1R receptor with its ligands melanocortin peptides. MC1R activates the cyclic AMP (cAMP) response-element binding protein (CREB). Increased expression of MITF and its activation by phosphorylation (P) stimulate the transcription of tyrosinase (TYR), tyrosinase-related protein 1 (TYRP1), and dopachrome tautomerase (DCT), which produce melanin. Melanin synthesis takes place within specialized intracellular organelles named melanosomes. Melanin-containing melanosomes then move from the perinuclear region to the dendrite tips and are transferred to keratinocytes by a still not well-characterized mechanism.

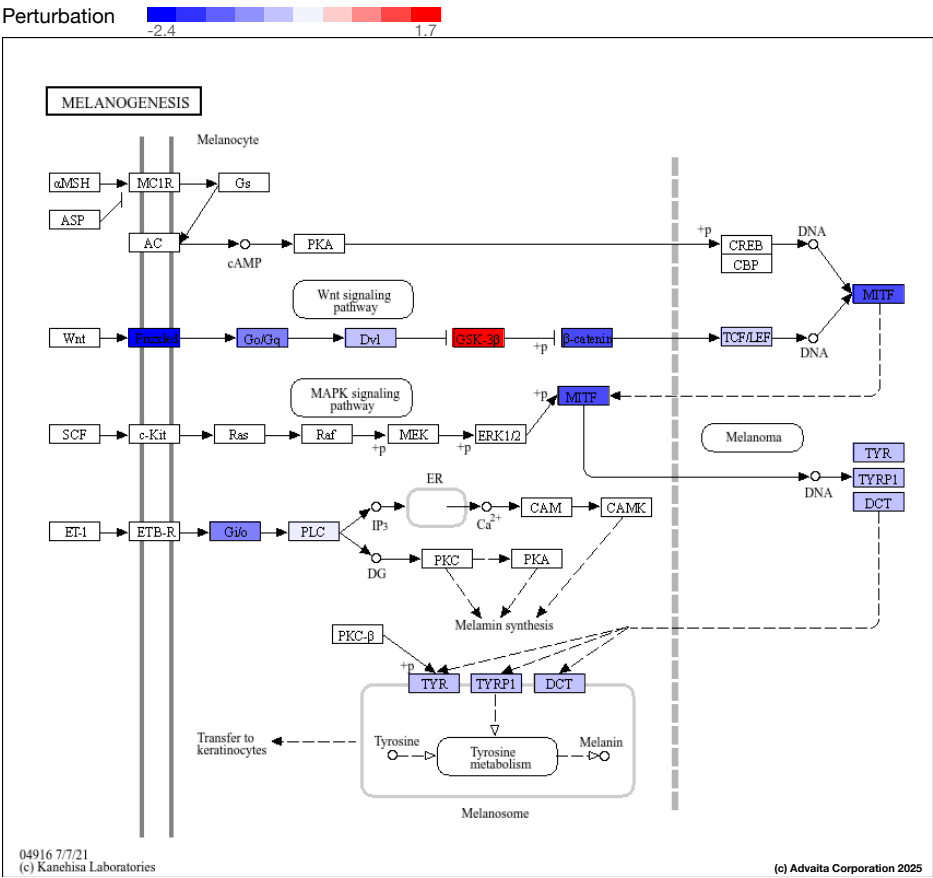

**Fig. 2.2.7: Melanogenesis (KEGG: 04916):** The pathway diagram is overlaid with the computed perturbation of each gene. The perturbation accounts both for the gene's measured fold change and for the accumulated perturbation propagated from any upstream genes (accumulation). The highest negative perturbation is shown in dark blue, while the highest positive perturbation in dark red. The legend describes the values on the gradient. Note: For legibility, one gene may be represented in multiple places in the diagram and one box may represent multiple genes in the same gene family. A gene is highlighted in all locations it occurs in the diagram. For each gene family, the color corresponding to the gene with the highest absolute perturbation is displayed.

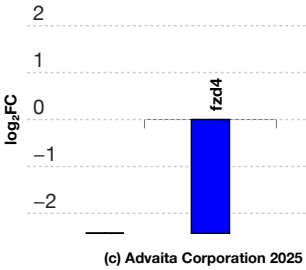

**Fig. 2.2.8: Gene measured expression bar plot:** All the differentially expressed genes in Melanogenesis (KEGG: 04916) are ranked based on their absolute value of log fold change. Upregulated genes are shown in red, downregulated genes are shown in blue. The box and whisker plot on the left summarizes the distribution of all the differentially expressed genes in this pathway. The box represents the 1st quartile, the median and the 3rd quartile, while the outliers are represented by circles.

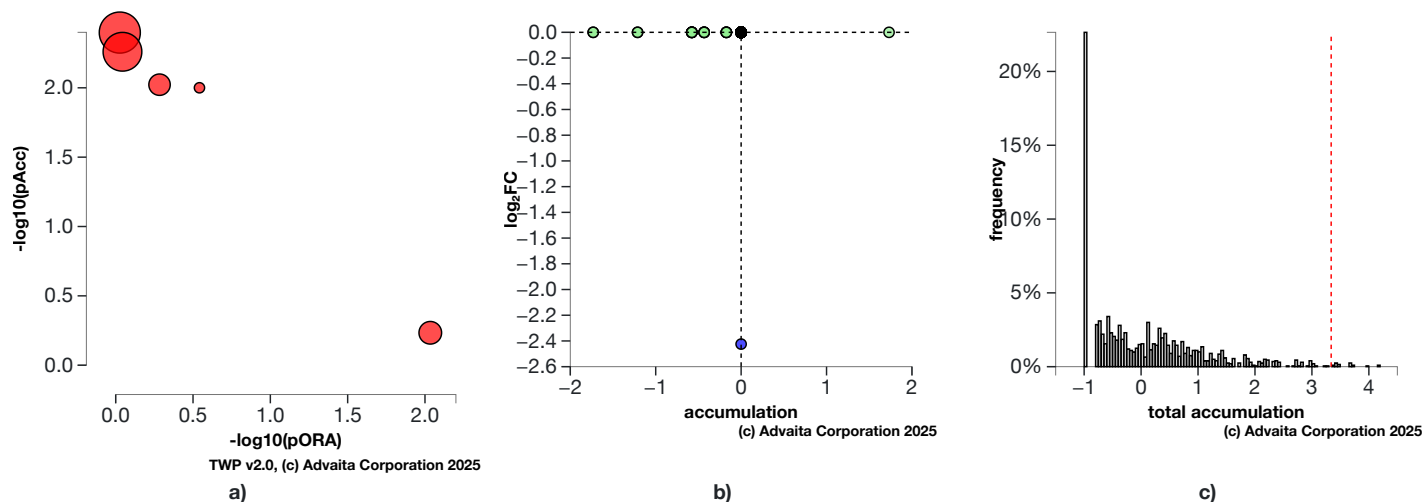

**Fig. 2.2.9: a) Perturbation vs over-representation:** *Melanogenesis* (KEGG: 04916) (yellow) is shown, using negative log of the accumulation and over-representation p-values, along with the other most significant pathways. Pathways in red are significant based on the combined uncorrected p-values, whereas the ones in black are non-significant (where applicable). **b) Gene measured expression vs accumulation:** All the genes from this pathway are represented in terms of their measured fold change (y-axis) and accumulation (x-axis). Accumulation is the perturbation received by the gene from any upstream genes. Genes in blue had only measured fold change. Genes in green had only accumulation. The remaining genes that were not measured and had no accumulation are shown in black. **c) Bootstrap diagram:** The perturbation p-value is computed using bootstrap analysis. Bootstrapping assesses the probability of observing a sum of all absolute gene accumulation total accumulation at least as extreme as the computed one just by chance. A null distribution (gray bars) is computed through an iterative process that is repeated 2000 times. At each iteration, a number of genes equal to the number of differentially expressed genes in this pathway is randomly assigned anywhere in the pathway and the total accumulation is recomputed. The red line indicates the observed total accumulation of genes in the given pathway in relation to the distribution of expected values. The perturbation p-value is more significant the further away from the mean it is.

## Human papillomavirus infection (KEGG: 05165)

Human papillomavirus (HPV) is a non-enveloped, double-stranded DNA virus. HPV infects mucosal and cutaneous epithelium resulting in several types of pathologies, most notably, cervical cancer. All types of HPV share a common genomic structure and encode eight proteins: E1, E2, E4, E5, E6, and E7 (early) and L1 and L2 (late). It has been demonstrated that E1 and E2 are involved in viral transcription and replication. The functions of the E4 protein are not yet fully understood. E5, E6, and E7 act as oncoproteins. E5 inhibits the V-ATPase, prolonging EGFR signaling and thereby promoting cell proliferation. The expression of E6 and E7 not only inhibits the tumor suppressors p53 and Rb, but also alters additional signaling pathways. Among these pathways, PI3K/Akt signaling cascade plays a very important role in HPV-induced carcinogenesis. The L1 and L2 proteins form icosahedral capsids for progeny virion generation.

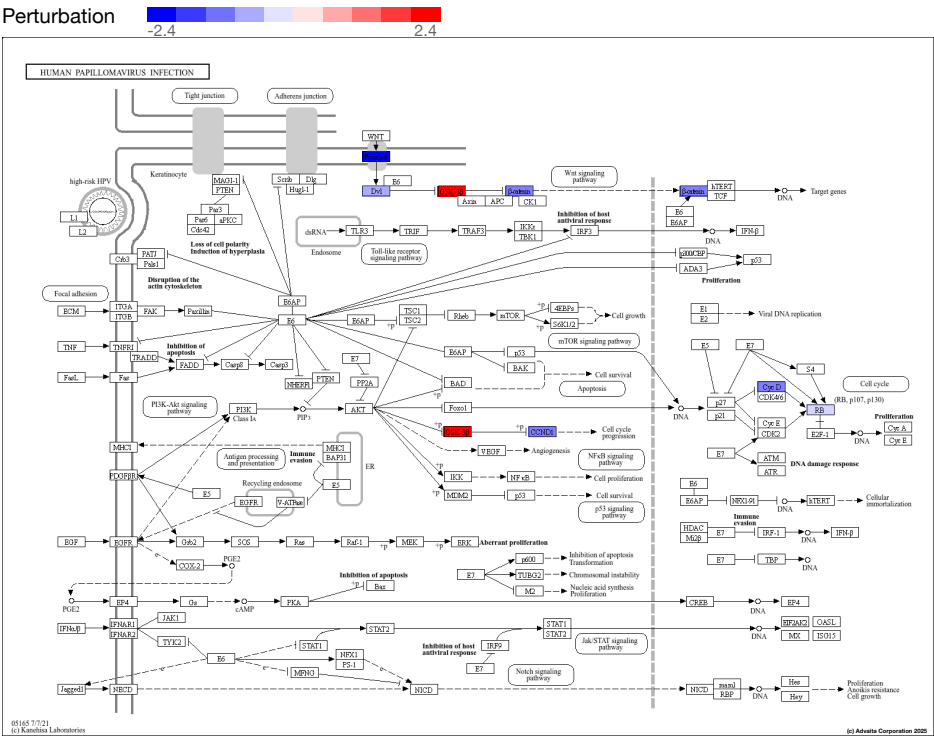

**Fig. 2.2.10: Human papillomavirus infection (KEGG: 05165):** The pathway diagram is overlaid with the computed perturbation of each gene. The perturbation accounts both for the gene's measured fold change and for the accumulated perturbation propagated from any upstream genes (accumulation). The highest negative perturbation is shown in dark blue, while the highest positive perturbation in dark red. The legend describes the values on the gradient. Note: For legibility, one gene may be represented in multiple places in the diagram and one box may represent multiple genes in the same gene family. A gene is highlighted in all locations it occurs in the diagram. For each gene family, the color corresponding to the gene with the highest absolute perturbation is displayed.

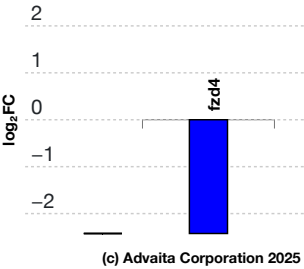

**Fig. 2.2.11: Gene measured expression bar plot:** All the differentially expressed genes in Human papillomavirus infection (KEGG: 05165) are ranked based on their absolute value of log fold change. Upregulated genes are shown in red, downregulated genes are shown in blue. The box and whisker plot on the left summarizes the distribution of all the differentially expressed genes in this pathway. The box represents the 1st quartile, the median and the 3rd quartile, while the outliers are represented by circles.

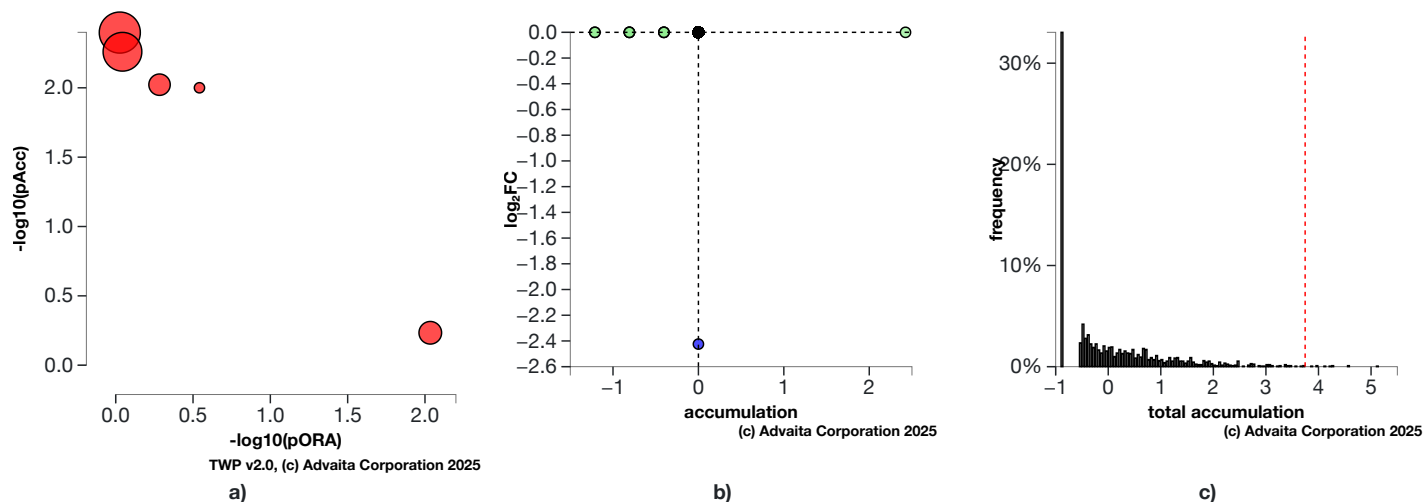

**Fig. 2.2.12: a) Perturbation vs over-representation:** Human papillomavirus infection (KEGG: 05165) (yellow) is shown, using negative log of the accumulation and over-representation p-values, along with the other most significant pathways. Pathways in red are significant based on the combined uncorrected p-values, whereas the ones in black are non-significant (where applicable). **b) Gene measured expression vs accumulation:** All the genes from this pathway are represented in terms of their measured fold change (y-axis) and accumulation (x-axis). Accumulation is the perturbation received by the gene from any upstream genes. Genes in blue had only measured fold change. Genes in green had only accumulation. The remaining genes that were not measured and had no accumulation are shown in black. **c) Bootstrap diagram:** The perturbation p-value is computed using bootstrap analysis. Bootstrapping assesses the probability of observing a sum of all absolute gene accumulation total accumulation at least as extreme as the computed one just by chance. A null distribution (gray bars) is computed through an iterative process that is repeated 2000 times. At each iteration, a number of genes equal to the number of differentially expressed genes in this pathway is randomly assigned anywhere in the pathway and the total accumulation is recomputed. The red line indicates the observed total accumulation of genes in the given pathway in relation to the distribution of expected values. The perturbation p-value is more significant the further away from the mean it is.

## HIF-1 signaling pathway (KEGG: 04066)

Hypoxia-inducible factor 1 (HIF-1) is a transcription factor that functions as a master regulator of oxygen homeostasis. It consists of two subunits: an inducibly-expressed HIF-1alpha subunit and a constitutively-expressed HIF-1beta subunit. Under normoxia, HIF-1 alpha undergoes hydroxylation at specific prolyl residues which leads to an immediate ubiquitination and subsequent proteasomal degradation of the subunit. In contrast, under hypoxia, HIF-1 alpha subunit becomes stable and interacts with coactivators such as p300/CBP to modulate its transcriptional activity. Eventually, HIF-1 acts as a master regulator of numerous hypoxia-inducible genes under hypoxic conditions. The target genes of HIF-1 encode proteins that increase O<sub>2</sub> delivery and mediate adaptive responses to O<sub>2</sub> deprivation. Despite its name, HIF-1 is induced not only in response to reduced oxygen availability but also by other stimulants, such as nitric oxide, or various growth factors.

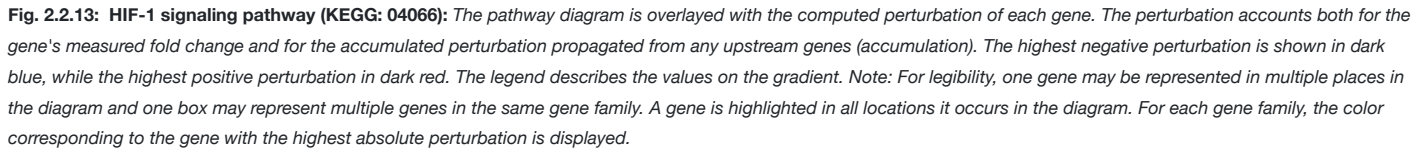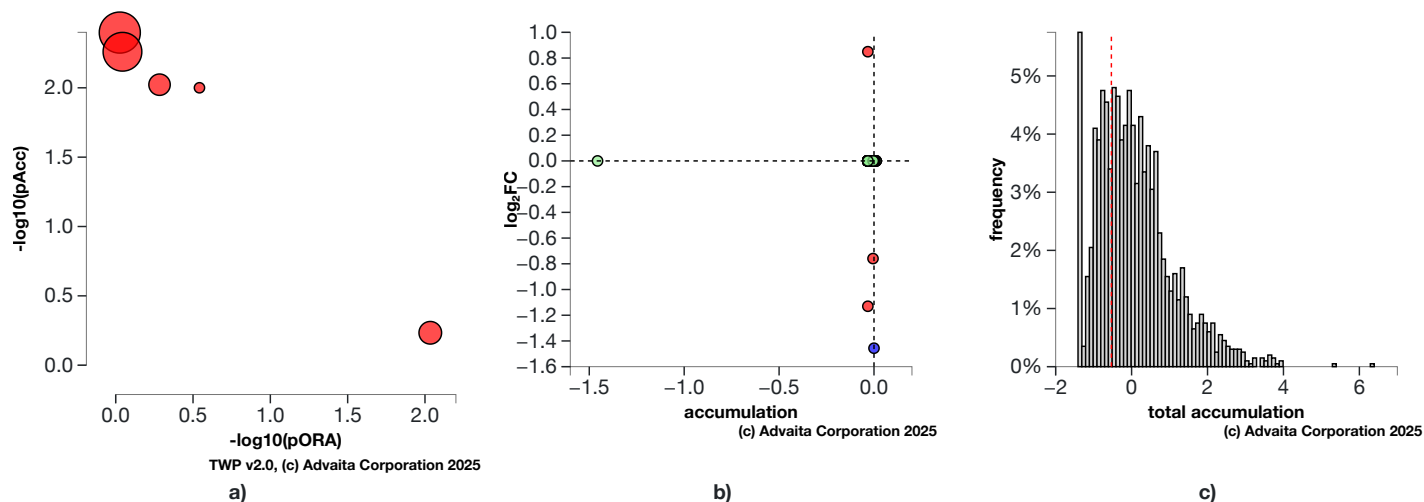

**Fig. 2.2.15: a) Perturbation vs over-representation:** *HIF-1* signaling pathway (KEGG: 04066) (yellow) is shown, using negative log of the accumulation and over-representation *p*-values, along with the other most significant pathways. Pathways in red are significant based on the combined uncorrected *p*-values, whereas the ones in black are non-significant (where applicable). **b) Gene measured expression vs accumulation:** All the genes from this pathway are represented in terms of their measured fold change (*y*-axis) and accumulation (*x*-axis). Accumulation is the perturbation received by the gene from any upstream genes. Genes displayed in red had both accumulation and measured fold change. Genes in blue had only measured fold change. Genes in green had only accumulation. The remaining genes that were not measured and had no accumulation are shown in black. **c) Bootstrap diagram:** The perturbation *p*-value is computed using bootstrap analysis. Bootstrapping assesses the probability of observing a sum of all absolute gene accumulation total accumulation at least as extreme as the computed one just by chance. A null distribution (gray bars) is computed through an iterative process that is repeated 2000 times. At each iteration, a number of genes equal to the number of differentially expressed genes in this pathway is randomly assigned anywhere in the pathway and the total accumulation is recomputed. The red line indicates the observed total accumulation of genes in the given pathway in relation to the distribution of expected values. The perturbation *p*-value is more significant the further away from the mean it is.

## 3. Gene Ontology Analysis

### 3.1. Methods

For each Gene Ontology (GO) term (Ashburner *et al.*, 2002; Gene Ontology Consortium, 2004), the number of differentially expressed (DE) genes annotated to the term is compared to the number of DE genes expected just by chance. iPathwayGuide uses an over-representation approach to compute the statistical significance of observing at least the given number of DE genes. The *p*-value is computed using the hypergeometric distribution as described for pORA in the Pathway Analysis section. This *p*-value is corrected for multiple comparisons using FDR and Bonferroni.

The classical enrichment method used above considers all GO terms to be independent. By definition, all genes annotated to a GO term are also annotated to its ancestors. Because of this, the enrichment approach counts each gene multiple times by propagating it through the GO hierarchy from the most specific term the gene is associated with, all the way to the root of the ontology. This introduces redundancy in the analysis and reports many general and non-informative terms as significant. To overcome this limitation, iPathwayGuide allows users to use two more sophisticated pruning methods: *high-specificity pruning* and *smallest common denominator pruning*. The **high-specificity** pruning method identifies the most specific GO terms that are significantly associated with the set of DE genes. Let us consider, BP1 = “induction of apoptosis by intracellular signals” and BP2 = “induction of apoptosis by extracellular signals,” which are two of the children of BP3 = “induction of apoptosis.” If enough DE genes are associated with BP1 and BP2, the high-specificity pruning will report them as significant. The **smallest common denominator** pruning method identifies the GO terms that best encapsulate the set of DE genes, at times consolidating significance of two or more specific terms into their common parent. In the example above, this pruning method might report BP3 as significant because it is the most specific biological term that would include all DE genes that make both BP1 and BP2 significant.

### 3.2. Biological Processes results

Table 3.2.1: Top identified biological processes. Only the top scoring biological process for each pruning type is described below the table.

#### dentinogenesis (GO:0097187)

The process whose specific outcome is the formation of dentin, the mineralized tissue that constitutes the major bulk of teeth. Dentin may be one of three types: primary dentin, secondary dentin, and tertiary dentin. In this experiment, the algorithm identified **2** differentially expressed gene(s) out of ALL **5** gene(s).

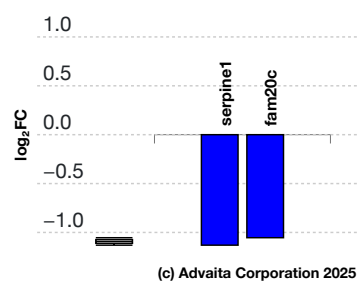

**Fig. 3.2.1: Gene measured expression bar plot:** All the differentially expressed genes that are annotated to dentinogenesis are ranked based on their absolute value of log fold change. Upregulated genes are shown in red, downregulated genes are shown in blue. The box and whisker plot on the left summarizes the distribution of all the differentially expressed genes that are annotated to this GO term. The box represents the 1st quartile, the median and the 3rd quartile, while the outliers are represented by circles.

### 3.3. Molecular Functions results

Table 3.3.1: Top identified molecular functions. Only the top scoring molecular function for each pruning type is described below the table.

#### BMP binding (GO:0036122)

Binding to a member of the bone morphogenetic protein (BMP) family. In this experiment, the algorithm identified **3** differentially expressed gene(s) out of ALL **13** gene(s).

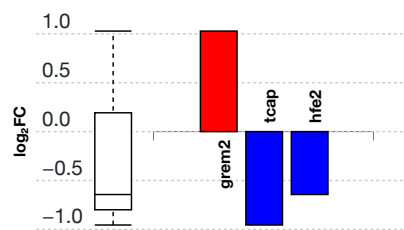

(c) Advaita Corporation 2025

**Fig. 3.3.2: Gene measured expression bar plot:** All the differentially expressed genes that are annotated to BMP binding are ranked based on their absolute value of log fold change. Upregulated genes are shown in red, downregulated genes are shown in blue. The box and whisker plot on the left summarizes the distribution of all the differentially expressed genes that are annotated to this GO term. The box represents the 1st quartile, the median and the 3rd quartile, while the outliers are represented by circles.

### 3.4. Cellular Components results

Table 3.4.1: Top identified cellular components. Only the top scoring cellular component for each pruning type is described below the table.

#### presynaptic active zone cytoplasmic component (GO:0098831)

A specialized region below the presynaptic membrane, characterized by electron-dense material, a specialized cytoskeletal matrix and accumulated (associated) synaptic vesicles. In this experiment, the algorithm identified **2** differentially expressed gene(s) out of ALL **14** gene(s).

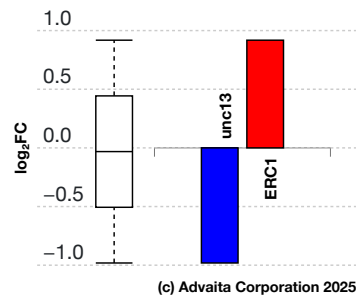

Fig. 3.4.3: Gene measured expression bar plot: All the differentially expressed genes that are annotated to presynaptic active zone cytoplasmic component are ranked based on their absolute value of log fold change. Upregulated genes are shown in red, downregulated genes are shown in blue. The box and whisker plot on the left summarizes the distribution of all the differentially expressed genes that are annotated to this GO term. The box represents the 1st quartile, the median and the 3rd quartile, while the outliers are represented by circles.

## 4. Advaita DB

### 4.1. Methods

For each Gene Set (GO) term (Ashburner *et al.*, 2002; Gene Ontology Consortium, 2004), the number of differentially expressed (DE) genes to the term is compared to the number of DE genes expected just by chance. iPathwayGuide uses an over-representation approach to compute the statistical significance of observing at least the given number of DE genes. The p-value is computed using the hypergeometric distribution as described for pORA in the Pathway Analysis section. This p-value is corrected for multiple comparisons using FDR and Bonferroni.

The classical enrichment method used above considers all gene sets to be independent. By definition, all genes annotated to a GO term are also annotated to its ancestors. Because of this, the enrichment approach counts each gene multiple times by propagating it through the GO hierarchy from the most specific term the gene is associated with, all the way to the root of the ontology. This introduces redundancy in the analysis and reports many general and non-informative terms as significant. To overcome this limitation, iPathwayGuide allows users to use two more sophisticated pruning methods: *high-specificity pruning* and *smallest common denominator pruning*. The **high-specificity** pruning method *identifies the most specific gene sets* that are significantly associated with the set of DE genes. Let us consider, BP1 = “induction of apoptosis by intracellular signals” and BP2 = “induction of apoptosis by extracellular signals,” which are two of the children of BP3 = “induction of apoptosis.” If enough DE genes are associated with BP1 and BP2, the high-specificity pruning will report them as significant. The **smallest common denominator** pruning method *identifies the gene sets that best encapsulate the set of DE genes*, at times consolidating significance of two or more specific terms into their common parent. In the example above, this pruning method might report BP3 as significant because it is the most specific biological term that would include all DE genes that make both BP1 and BP2 significant.

### 4.2. Organ signatures

Table 4.2.1: Top identified Organ signatures gene sets. Only the top scoring Organ signatures gene sets are described below the table.

MINOR SALIVARY GLAND (12617)

The salivary glands in mammals are exocrine glands that produce saliva through a system of ducts. Humans have three paired major salivary glands (parotid, submandibular, and sublingual), as well as hundreds of minor salivary glands. Salivary glands can be classified as serous, mucous, or seromucous (mixed). In this experiment, the algorithm identified 1 differentially expressed gene(s) out of ALL 2 gene(s).

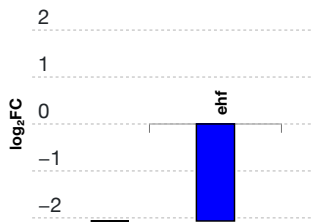

(c) Advaita Corporation 2025

**Fig. 4.2.1: Gene measured expression bar plot:** All the differentially expressed genes that are annotated to MINOR SALIVARY GLAND are ranked based on their absolute value of log fold change. The plot is limited to the top 5 genes out of a total of 1 differentially expressed genes. Upregulated genes are shown in red, downregulated genes are shown in blue. The box and whisker plot on the left summarizes the distribution of all the differentially expressed genes that are annotated to this gene set. The box represents the 1st quartile, the median and the 3rd quartile, while the outliers are represented by circles.

HEART (12613)

Heart is a hollow muscular organ that pumps the blood through the circulatory system by rhythmic contraction and dilation. In vertebrates there may be up to four chambers (as in humans), with two atria and two ventricles. In this experiment, the algorithm identified 1 differentially expressed gene(s) out of ALL 18 gene(s).

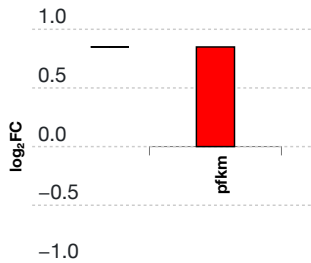

(c) Advaita Corporation 2025

**Fig. 4.2.2: Gene measured expression bar plot:** All the differentially expressed genes that are annotated to HEART are ranked based on their absolute value of log fold change. The plot is limited to the top 5 genes out of a total of 1 differentially expressed genes. Upregulated genes are shown in red, downregulated genes are shown in blue. The box and whisker plot on the left summarizes the distribution of all the differentially expressed genes that are annotated to this gene set. The box represents the 1st quartile, the median and the 3rd quartile, while the outliers are represented by circles.

4.3. Toxicity

Table 4.3.1: Top identified Toxicity gene sets. Only the top scoring Toxicity gene sets are described below the table.

Liver Toxicity (12646)

A collection of genes highly related to liver toxicity In this experiment, the algorithm identified 2 differentially expressed gene(s) out of ALL 98 gene(s).

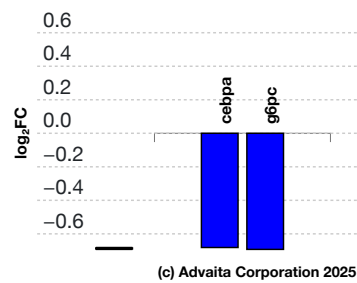

**Fig. 4.3.1: Gene measured expression bar plot:** All the differentially expressed genes that are annotated to Liver Toxicity are ranked based on their absolute value of log fold change. The plot is limited to the top 5 genes out of a total of 2 differentially expressed genes. Upregulated genes are shown in red, downregulated genes are shown in blue. The box and whisker plot on the left summarizes the distribution of all the differentially expressed genes that are annotated to this gene set. The box represents the 1st quartile, the median and the 3rd quartile, while the outliers are represented by circles.

5. Gene Ontology

5.1. Methods

For each Gene Set (GO) term (Ashburner *et al.*, 2002; Gene Ontology Consortium, 2004), the number of differentially expressed (DE) genes to the term is compared to the number of DE genes expected just by chance. iPathwayGuide uses an over-representation approach to compute the statistical significance of observing at least the given number of DE genes. The p-value is computed using the hypergeometric distribution as described for pORA in the Pathway Analysis section. This p-value is corrected for multiple comparisons using FDR and Bonferroni.

The classical enrichment method used above considers all gene sets to be independent. By definition, all genes annotated to a GO term are also annotated to its ancestors. Because of this, the enrichment approach counts each gene multiple times by propagating it through the GO hierarchy from the most specific term the gene is associated with, all the way to the root of the ontology. This introduces redundancy in the analysis and reports many general and non-informative terms as significant. To overcome this limitation, iPathwayGuide allows users to use two more sophisticated pruning methods: *high-specificity pruning* and *smallest common denominator pruning*. The **high-specificity** pruning method identifies the most specific gene sets that are significantly associated with the set of DE genes. Let us consider, BP1 = “induction of apoptosis by intracellular signals” and BP2 = “induction of apoptosis by extracellular signals,” which are two of the children of BP3 = “induction of apoptosis.” If enough DE genes are associated with BP1 and BP2, the high-specificity pruning will report them as significant. The **smallest common denominator** pruning method identifies the gene sets that best encapsulate the set of DE genes, at times consolidating significance of two or more specific terms into their common parent. In the example above, this pruning method might report BP3 as significant because it is the most specific biological term that would include all DE genes that make both BP1 and BP2 significant.

5.2. Biological Processes

Table 5.2.1: Top identified Biological Processes gene sets. Only the top scoring Biological Processes gene sets are described below the table.

5.3. Cellular Components

Table 5.3.1: Top identified Cellular Components gene sets. Only the top scoring Cellular Components gene sets are described below the table.

5.4. Molecular Functions

Table 5.4.1: Top identified Molecular Functions gene sets. Only the top scoring Molecular Functions gene sets are described below the table.

6. MsigDB

6.1. Methods

For each Gene Set (GO) term (Ashburner *et al.*, 2002; Gene Ontology Consortium, 2004), the number of differentially expressed (DE) genes to the term is compared to the number of DE genes expected just by chance. iPathwayGuide uses an over-representation approach to compute the statistical

significance of observing at least the given number of DE genes. The p-value is computed using the hypergeometric distribution as described for pORA in the Pathway Analysis section. This p-value is corrected for multiple comparisons using FDR and Bonferroni.

How the deposited data were processed for this re-analysis (not part of the article)

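RNA-seq data of whole larval zebrafish were analyzed for 9 libraries, 3 for each of the 0.1% DMSO control, 0.1 µg/L PFNA and 10 µg/L PFNA groups. Every library was made from a pool of 14 to 15 larvae after 7 days of exposure. Libraries were assigned to groups by the labels that the authors gave them, and the replicate numbers follow the sample titles. These differ from the numbers in the library codes for the DMSO libraries and for 0.1 µg/L replicate 3.

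The authors trimmed the reads with Trimmomatic, mapped them with STAR to GRCz10 with the Ensembl annotation, and counted unique reads on exons with featureCounts. The deposited values of each library are a signal, namely the read count of each gene divided by the size factor that DESeq2 fitted over the 6 libraries of that table. The authors also deposited the log2 fold change of each gene against DMSO from their DESeq2 fit. The deposited p-values are those of the authors' DESeq2 Wald test with their Benjamini-Hochberg adjusted values. The deposited columns of log2 fold changes and p-values are the paper's own and entered no test here. They were used to count the paper's calls and to match genes that the paper names.

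Every value of a library was a whole multiple of the value of 1 read, so the reads could be recovered in 12 library columns. Recovered reads per library lay between 14491289 and 23963715 over both tables, and the paper's total reads per library lay between 20734694 and 36510263. A gene near the minimum of 10 normalized counts is measured from few reads, which limits the precision of its fold change beside the number of replicates.

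The main test was limma 3.58.1 in R 4.3.3 on log2 of the value plus 1, with empirical Bayes moderation and a trend, on the genes with a mean value of at least 10 over the 6 libraries of a comparison. Each concentration was compared with DMSO within its own table. The 2 concentrations were compared on recovered reads with a single set of median-of-ratios size factors. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. Gene sets were defined by families of gene symbols before the data were examined, 6 for pathways that the paper names and 6 for others. They were tested with limma's camera at its preset correlation of 0.01 and adjusted over the 24 tests. Exact permutation tests were used for means of sets. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

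The alternatives were pseudocounts of 0.5 and 5, minimum means of 1 and 50 and no minimum, TMM and quantile normalization, limma without a trend and with robust moderation, the replicate number as a block, the first index as a covariate, all 9 libraries in one model, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, fry in place of camera, and leaving out each library in turn. These were set before the data were examined. Narrower symbol patterns, camera with an estimated correlation between genes, and camera between the concentrations were added after the data were seen. Counts and gene sets were also computed for every split of the 6 libraries of a comparison into 3 and 3. The tests were tested on simulated counts with a known change in part of the genes.

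The genes named were those of Table 1, genes read from Figures 7 and 8, genes that the paper measured by real-time PCR, and the 5 genes with the smallest p-value at each concentration. This rule was set before the data were examined, and the genes of the figures were matched through the log2 fold changes in the Supplemental Data. Gene lengths and GC content for this annotation were not used here, so no correction for them was made. The pathway, gene ontology and hallmark lists of the enrichment software were not used here. Survival, deformity, apoptosis, reactive oxygen species, behavior and real-time PCR data were not analysed here.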

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

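The camera tests with an estimated correlation between genes, the comparison between concentrations and the counts of splits in this part were chosen only after the results were seen. Of the 6 gene sets for functions that the paper does not discuss, 5 had an adjusted p-value under 0.05 in limma's camera at one concentration or both, which makes 7 results. All are reported below because the paper does not discuss these functions, although its Table 1 lists the lens gene bfsp2 and the immediate early gene ier2a.

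At 10 µg/L PFNA, 2 of 80 genes of cytosolic ribosomal proteins were higher than in the DMSO control and the others lower, with a median log2 fold change of -0.52 and an adjusted p = 1.32e-22. The means of the set in the 10 µg/L libraries were -0.22, -0.38 and -0.40, below the DMSO means of 0.47, 0.04 and -0.07. Quantile normalization reduced the median to -0.18, with an adjusted p = 2.02e-10, whereas TMM normalization left it at -0.53, with an adjusted p = 4.08e-23. With the first index as a covariate the median was -0.26 and the adjusted p = 2.60e-08. The proteasome subunits were also lower at 10 µg/L, with a median log2 fold change of -0.29 and an adjusted p = 3.65e-07. Of the 44 genes, 6 were higher. In 2 of 3 libraries at 10 µg/L the proteasome mean was below every DMSO library. Ribosomal proteins reached a p this small in 1 of the 4 splits that part all 3 same-numbered pairs, the real one, and in 1 of all 10 splits. For the proteasome it was 1 of 4 and 3 of 10. The other 6 splits keep at least 1 same-numbered pair on one side.

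Of the 94 genes of phototransduction and the lens, 84 were higher at 0.1 µg/L PFNA than in the DMSO control, with a median log2 fold change of 0.37 and an adjusted p = 1.12e-23. The set's means were 0.26, 0.13 and 0.16 at 0.1 µg/L and 0.15, -0.16 and -0.46 in DMSO, so the groups overlapped (exact permutation test, two-sided, p = 0.2). Quantile normalization gave a median of 0.36 and an adjusted p = 8.94e-28. A p this small was reached in 1 of 4 splits, the real one, and in 1 of all 10. At 10 µg/L, 66 of 96 genes of the set were higher than in DMSO, with a median of 0.14 and an adjusted p = 0.0865. Quantile normalization gave 0.00056 there, and the estimated correlation 0.763. Between the concentrations, the set was lower at 10 µg/L than at 0.1 µg/L with an adjusted p = 0.000204, which was 0.523 with the estimated correlation. In the same comparison, ribosomal proteins were lower at 10 µg/L with an adjusted p = 4.06e-28 (0.357 with the estimated correlation) and the proteasome with 0.000309 (0.523). Digestive enzymes had 0.752 and immediate early genes 0.383.

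The remaining results were weaker. Digestive enzyme genes were lower at 0.1 µg/L (adjusted p = 0.000264, 2 of 22 genes higher) and at 10 µg/L (adjusted p = 0.0242, 3 of 22 genes higher), but none of the exposed libraries had a mean below every DMSO library. DMSO replicates had means of 0.56, -0.63 and 0.65. A p this small was reached in 2 of 4 and 4 of 10 splits at 0.1 µg/L, and in 3 of 4 and 6 of 10 splits at 10 µg/L. With each library left out in turn, the adjusted p of this set ranged from 3.93e-30 to 0.436 at 0.1 µg/L. The range at 10 µg/L was 3.17e-16 to 0.685, and quantile normalization gave 0.124 there. Immediate early genes were lower at 0.1 µg/L (adjusted p = 0.000526, 13 of 42 genes higher), with 2 of 4 and 4 of 10 splits. With each library left out in turn, their adjusted p ranged from 6.035e-09 to 0.655, the latter without 0.1 µg/L replicate 2. Proteasome subunits at 0.1 µg/L had an adjusted p = 0.0456 with 10 of 43 genes higher, and 4 of 4 and 7 of 10 splits gave a p as small. In that result the direction turned upward with the first index as a covariate and without DMSO replicate 1.

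Genes of a set that vary together between libraries are a candidate explanation for all 7 results. With the correlation estimated, 0 of the 24 tests had an adjusted p-value under 0.05, against 12 with the preset correlation, and the values of the 7 results ranged from 0.628 to 0.692. The estimated correlation was 0.81 for ribosomal proteins at 10 µg/L and 0.38 for the lens and phototransduction set at 0.1 µg/L. An effect of PFNA on these functions could not be told apart from differences between pools, since 3 libraries against 3 cannot give a share of splits under 0.1. Gene length, GC content and reads shared between related genes were not tested, and a biological cause is therefore not shown for any of them.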

How the results depend on the processing

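Under every alternative that was run, 0 genes had an adjusted p-value under 0.05 at 0.1 µg/L, against 299 at an unadjusted p-value under 0.05. The causes of the changes below were not tested unless stated. The length and GC corrections, alone or with the replicate block, were not run. The first index could not be a covariate between concentrations, where every library has the same one. A minimum mean of 1 and no minimum keep the same genes in these tables.

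For the number at an unadjusted p-value under 0.05 at 0.1 µg/L, limma without a trend gave 450, the replicate block 187, all 9 libraries in one model 533 and the first index 2233. Counts ranged from 110 to 853 across the 6 fits that each left out one library. The first index gave 1403 at 10 µg/L, against 2572, and leaving out one library 1301 to 5269. At an adjusted p-value under 0.05 at 10 µg/L, DESeq2 gave 230 genes against 0, and leaving out one library 0 to 2186. With the additional log2 fold change above 1, DESeq2 gave 169, and leaving out one library 0 to 1334. The first index sets exposed larvae against DMSO replicate 3 alone, which lies near the 10 µg/L libraries, so it is no separate test.

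With an absolute log2 fold change of at least 0.6 at 0.1 µg/L, 177 genes became 83 with a minimum mean of 50, 326 without a trend, 279 with all 9 libraries, 1809 with the first index, and 92 to 643 with one library left out. The 1824 genes at 10 µg/L became 793 with the first index and 1078 to 3724 with one library left out. With at least 1.2, 652 became 306 with a minimum mean of 50, 148 with the first index and 343 to 1627 with one library left out. Between concentrations, 0 genes at an adjusted p-value under 0.05, against 4871 at an unadjusted one, became 734 with the replicate block, 1677 with DESeq2 and 0 to 5124 with one library left out. The unadjusted count ranged from 2880 to 7415. Genes shared by both concentrations in the same direction, 44 in the main comparison, became 72 without a trend, 583 with the first index and 20 to 155 with one library left out. Without 0.1 µg/L replicate 2, most of the shared genes changed in opposite directions. Which direction held more genes also depended on the setting. It changed for unadjusted p-values at 0.1 µg/L with quantile normalization, a minimum mean of 50, the first index, and without DMSO replicate 1 or 3, and between concentrations with quantile normalization and a minimum mean of 50. With a log2 fold change of at least 0.6 at 0.1 µg/L it changed with the first index and without DMSO replicate 3.

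With fry, the adjusted p was 0.340 for axon guidance, glutamatergic synapse and synaptic vesicle at 10 µg/L, and 0.735 for cholesterol and lipid transport at 0.1 µg/L. With camera's estimated correlation, chosen after seeing the data, it was 0.628 for each of these. Axon guidance had an adjusted p-value under 0.05 with any one library left out, from 5.99e-05 to 0.00600. The range was 0.000306 to 0.0534 for glutamatergic synapse and 0.000545 to 0.204 for synaptic vesicle. Cholesterol and lipid transport had 0.0904 without a trend and 0.0521 with narrower symbol patterns, chosen after seeing the data. With one library left out it ranged from 0.000148 to 0.599, and the direction turned upward at 0.599, without DMSO replicate 3. Sphingolipid had 0.00268 with the first index and 0.0171 to 0.692 with one library left out, and the direction turned upward at 0.692, without DMSO replicate 3. Sphingolipid at 10 µg/L, shifted up with 0.00678, turned downward with the first index (0.917). Thyroid hormone stayed above 0.05 under every alternative. Proteasome at 0.1 µg/L turned upward with the first index (0.735) and without DMSO replicate 1 (0.172), and its values with one library left out reached 0.709.

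The replicate numbers were checked for pairing, and the block was run whatever the outcome. Pools with the same number at 10 µg/L had a mean correlation of deviations of 0.0632, too small to treat them as pairs. The numbers are those of the sample titles, not of the library codes. The block there gave 2908 genes at an unadjusted p-value under 0.05, 2368 of them shared with the unblocked test, and 0 at an adjusted one. The 66 single genes followed kept their direction under each alternative run for them. With DESeq2, 21 of them had an adjusted p-value under 0.05. All 10 Table 1 genes for 10 µg/L did by limma without DMSO replicate 3. The smallest control means among named genes were under 10 normalized counts, which limits the precision of their fold changes.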

Differences from the paper's values

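The paper gives 232 genes with an adjusted p-value under 0.05 at 10 µg/L PFNA, and limma on the deposited normalized counts gave 0 genes, with 2572 at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, the DESeq2 test on recovered reads gave 230 genes, close to the paper's 232, and DESeq2 is the test that the paper's methods name. The authors' deposited table for this concentration also holds 230 such genes. The other alternatives did not close the gap. Without DMSO replicate 3 the count was 2186, and each of the remaining ones gave 0, edgeR included, which had 2505 genes at an unadjusted p-value under 0.05.

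The paper's methods give an adjusted p-value under 0.05 with a log2 fold change beyond 1 as the criterion for differential expression. By that criterion limma gave 0 genes at 10 µg/L and DESeq2 gave 169. The paper states that thyroid hormone synthesis was among the pathways changed at 10 µg/L. The set of thyroid hormone genes used here had an adjusted p = 0.368, and its genes differ from those of the paper's pathway list. The paper states that sphingolipid signaling was among the pathways changed at 0.1 µg/L. The sphingolipid set had an adjusted p = 0.0865 there in camera. With one library left out, it fell to 0.0171 without DMSO replicate 2 and 0.0172 without 0.1 µg/L replicate 2. It was 0.0734 without DMSO replicate 1, and 0.651 and 0.352 without 0.1 µg/L replicates 1 and 3. Without DMSO replicate 3 it was 0.692, and the direction turned upward. The value was 0.735 with fry and 0.628 with camera's estimated correlation. The first index as a covariate lowered it, but sets exposed larvae against DMSO replicate 3 alone. The log2 fold changes of all 20 genes of Table 1 had the paper's direction and lay within the spread between replicates of the paper's values.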

Other observations

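The test of the first index and the splits for 3 of the gene counts were set before the data were examined. The other tests in this part were chosen only after the results were seen.

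DMSO replicate 3 lay near the 10 µg/L libraries. Each library was placed, without using it to define the direction, along the change from DMSO at 0 to 10 µg/L PFNA at 1. DMSO replicates 1 to 3 were at -0.10, 0.15 and 0.87, the 10 µg/L replicates at 0.74, 0.93 and 0.71, and the 0.1 µg/L replicates at -0.41, 0.57 and -0.19. If the first index had set the change at 10 µg/L, the 0.1 µg/L libraries, which share it, would lie near the 10 µg/L libraries. Their mean position was -0.0097. For DMSO replicate 3, quantile normalization gave a position of 0.841, still far from the other controls. Reducing all libraries to the same number of reads gave 0.867, so the position stayed above 0.5, but no library moved far and this is a weak test of depth. Leaving out the 20 genes with the most reads gave 0.874 and hardly moved any library, so it cannot tell whether a few genes taking most of the reads played a part. A mislabelled library could give a position such as 0.874, and this cannot be told apart here. On the direction that gives 0.874, set without DMSO replicate 3, the 10 µg/L libraries, which help to set it, were at 0.99, 1.07 and 0.94, all above that library. If pools differ along the change whatever the concentration, the 0.1 µg/L libraries would spread over much of the range of the controls. By the positions given first they did, over 0.974 against 0.971. There each control and each 10 µg/L library was placed on a direction of its own. On the single direction set without DMSO replicate 3, the 0.1 µg/L libraries were at -0.08, 0.69 and 0.09, and the controls at -0.11, 0.11 and 0.87. The range of the controls comes from DMSO replicate 3 itself, however. By the positions given first, the 10 µg/L libraries spread over 0.218 only, so this explanation stays open. Gene length and GC content were not tested either.

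Counts were compared with those of other splits of the same 6 libraries into 3 and 3. There are 10 splits, and 4 of them, the real one included, part all 3 same-numbered pairs. For 0.1 µg/L, 4 of these 4 splits and 7 of all 10 gave as many genes at an unadjusted p-value under 0.05, and 4 and 8 did with an absolute log2 fold change of at least 0.6. At an adjusted p-value under 0.05, limma gave 0 genes in the real split and in every other at either concentration and between them, also with a log2 fold change above 1. The comparison, 4 of 4 and 10 of 10 splits, therefore tests nothing there. For 10 µg/L, only the real split, 1 of 4 and 1 of 10, reached 2572 genes at an unadjusted p-value under 0.05, and the others gave 138 to 2171. It was again 1 of 4 and 1 of 10 for the 652 genes with an absolute log2 fold change of at least 1.2. Other splits gave 22 to 621 such genes, the 621 in a split that parts all 3 same-numbered pairs. The same shares held for the 230 genes of DESeq2, where other splits gave 0 to 60. They also held between concentrations for the 4871 genes of limma and the 1677 genes of DESeq2. DESeq2 gave 0 genes in the real split at 0.1 µg/L, with 270 at an unadjusted p-value under 0.05, so 4 of 4 splits are as large by definition, and up to 619 in another. That split puts DMSO replicates 2 and 3 with 0.1 µg/L replicate 2. No split of 3 against 3 can give a share under 0.1, so this comparison alone cannot exclude a grouping by chance for the counts above 0. The same-numbered pairs follow the replicate numbers in the sample titles. The library codes of replicates 1 to 3 carry the numbers 2, 3 and 4 in DMSO, 1, 2 and 4 at 0.1 µg/L and 1, 2 and 3 at 10 µg/L, so 1 of 3 pairs by title is a pair by code between DMSO and 0.1 µg/L, 0 of 3 between DMSO and 10 µg/L, and 2 of 3 between the concentrations.

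For the gene sets of pathways that the paper names, splits with as small a camera p were also counted. At 10 µg/L there was 1 of 4 for axon guidance, glutamatergic synapse, synaptic vesicle and thyroid hormone, and of all 10 splits there were 1, 3, 3 and 2 in this order. For 0.1 µg/L there were 3 of 4 and 6 of 10 for cholesterol and lipid transport, and 3 of 4 and 5 of 10 for sphingolipid. The sphingolipid set at 10 µg/L had 2 of 4 and 3 of 10.

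The paper measured 24 genes by real-time PCR in larvae bred for that assay. In the RNA-seq libraries, 29 genes carry these names or those of their duplicates. None of the 29 genes at 0.1 µg/L had an unadjusted p-value under 0.05, and log2 fold changes ranged from -0.56 to 0.34. At 10 µg/L, 2 genes did. The microtubule gene mapta had a log2 fold change of 2.08 (standard error 0.48, limma adjusted p = 0.224), and the myelin gene mbpa had -0.37 (standard error 0.16, limma adjusted p = 0.361). The DMSO libraries varied widely for mapta, with 70.2, 112 and 350 normalized counts, and the authors' DESeq2 adjusted p was 0.191. By real-time PCR the paper reports only elovl6 as changed, at a concentration without RNA-seq libraries. It reports no significant change of the mapta or mbp transcripts.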
